# Transcriptomic response of maize primary roots to low temperatures at seedling emergence

**DOI:** 10.7717/peerj.2839

**Published:** 2017-01-05

**Authors:** Mauro Di Fenza, Bridget Hogg, Jim Grant, Susanne Barth

**Keywords:** Maize, Cold stress, Chilling tolerance, Transcriptome, Roots, Low temperature

## Abstract

**Background:**

Maize (*Zea mays*) is a C_4_ tropical cereal and its adaptation to temperate climates can be problematic due to low soil temperatures at early stages of establishment.

**Methods:**

In the current study we have firstly investigated the physiological response of twelve maize varieties, from a chilling condition adapted gene pool, to sub-optimal growth temperature during seedling emergence. To identify transcriptomic markers of cold tolerance in already adapted maize genotypes, temperature conditions were set below the optimal growth range in both control and low temperature groups. The conditions were as follows; control (18 °C for 16 h and 12 °C for 8 h) and low temperature (12 °C for 16 h and 6 °C for 8 h). Four genotypes were identified from the condition adapted gene pool with significant contrasting chilling tolerance.

**Results:**

Picker and PR39B29 were the more cold-tolerant lines and Fergus and Codisco were the less cold-tolerant lines. These four varieties were subjected to microarray analysis to identify differentially expressed genes under chilling conditions. Exposure to low temperature during establishment in the maize varieties Picker, PR39B29, Fergus and Codisco, was reflected at the transcriptomic level in the varieties Picker and PR39B29. No significant changes in expression were observed in Fergus and Codisco following chilling stress. A total number of 64 genes were differentially expressed in the two chilling tolerant varieties. These two varieties exhibited contrasting transcriptomic profiles, in which only four genes overlapped.

**Discussion:**

We observed that maize varieties possessing an enhanced root growth ratio under low temperature were more tolerant, which could be an early and inexpensive measure for germplasm screening under controlled conditions. We have identified novel cold inducible genes in an already adapted maize breeding gene pool. This illustrates that further varietal selection for enhanced chilling tolerance is possible in an already preselected gene pool.

## Introduction

Worldwide, maize is the foremost cereal product and Europe is the third largest producer of maize grain after the United States and China (www.fao.org). However, along with water availability, low temperatures represent one of the major impediments for plant productivity and geographical distribution in the world (Di Fenza, 2013).

Dent maize is mostly grown in North America and Flint types in Asia, Europe and in Central and South America (Reimer, 2008). Flint corn has a harder kernel compared to dent lines. Besides, flint germplasm has a very low water content, which makes it better suitable to chilling conditions (Revilla et al., 2016). Dent maize in comparison to flint performs better near optimal temperature conditions.

Maize is a C_4_ tropical plant whose growth range of temperature extends up to 30 °C–35 °C (Presterl et al., 2007; cited in Di Fenza, 2013) and is significantly sensitive to low temperature, particularly in the early growth stages. Despite that hybrids can adapt to lower temperatures than the optimal range (Greaves, 1996), this leads to a steady decline of growth of maize, which stops around 6–8 °C. Prolonged exposure to low temperatures involves irreversible cellular and tissue injury (Greaves, 1996), and the effect is mainly marked in the early growth stages as it impairs several developmental and physiological processes (Marocco, Lorenzoni & Fracheboud, 2005; cited in Di Fenza, 2013).

Chilling stress contributes to yield losses and lower starch and sugar content (Frei, 2000). Chilling affects photosynthesis by an over excitation of Photosystem II (PSII) reaction centres and production of oxygen radicals (ROS). ROS have been shown to produce injurious effects to the photosynthetic apparatus (Nie, Long & Baker, 1992).

In Northern and Central Europe maize is generally sown in the last week of April, when soil temperature is warm enough for seeds to germinate, and harvested in autumn before the first air frost occurs damaging the crop with temperatures below −2 °C. The date of sowing and the date of harvest determine the length of the growing season and therefore the level of maturity and quality of the crop. Early maturing varieties reach maturity earlier; this means that the development of the canopy occurs earlier and so does its closure reducing, this way, the risk of yield losses that can be caused by the first autumn air frost at the end of the growing season. However, despite the improvement in crop quality and yield, these cultivars are still dependent on suitable soil temperatures for the initial establishment of the seedlings and they still benefit from a longer growing season (Di Fenza, 2013).

Maize root growth can occur between 9 °C and 40 °C, but during the early phases of development maize growth is dependent on soil temperature ranging from 10 °C to 17 °C with genotypic variation (Blacklow, 1972). At lower temperatures roots Change. They become swollen behind the tip, get thicker and develop higher number of seminal roots (Farooq et al., 2009). The effect of low temperature on roots may be indirectly reflected on shoot elongation and leaf formation (Hund et al., 2004).

The use of biodegradable polythene films distributed on the soil surface has helped solve the soil temperature issue in practical crop husbandry giving maize growth a significant enhancement (Keane, 2002), but further varietal improvements through breeding are required to make the maize crop more economical in Northern and maritime Europe (Di Fenza, 2013).

A better understanding of the developmental stages that are particularly sensitive to low temperature will help improve maize adaptation to temperate climates. Each physiological and biological process can be more or less susceptible to suboptimal temperatures, depending on what is called thermal threshold, which is the sub optimal temperature at which the maize hybrid is able to maintain high rates of growth. The lower the thermal threshold the higher is the growth rate and the faster is emergence from soil under low temperatures (Greaves, 1996). The thermal threshold is controlled by specific genes which regulate specific processes at specific developmental stages. The combined processes with lower thermal thresholds will result, therefore, in an optimised growth under low temperature conditions.

Plant breeding is still dependant on phenotypic selection, where new hybrids are tested in yield trials and, therefore, selected on the harvestable yield rather than on their ability to cope with chilling temperatures. Chilling tolerance is controlled by genes that are not directly involved in yield, but they contribute to it by conferring tolerance and thus aiding the plant to reach its full yield potential (Greaves, 1996).

The detection of the transcripts and the identification of the genes associated to them will lead, with an appropriate breeding programme, to the transfer of the traits of interest to new hybrids with an improved tolerance to low temperatures (Di Fenza, 2013). Gene expression profiling can be viable with the employment of technologies like microarray and qPCR capable to screen a large set of transcripts or even the entire transcriptome.

In this study, we have investigated the physiological response of primary roots to low temperatures at early seedling emergence in twelve commercially available chilling tolerant maize cultivars differing in kernel type and maturing time. Two pairs of varieties, one with the highest and the other with the lowest growth response were selected for gene expression profiling. As the genotypes were known to be cold tolerant and in order to identify specific genes that are regulated in low temperatures conditions such as in maritime temperate climates, both control and stress climate conditions were set to sub-optimal temperatures such as typical growth conditions in Ireland. This was aimed at the identification of novel transcripts conferring enhanced chilling tolerance in an already adapted maize breeding gene pool.

## Material and Methods

### Plant material and growth conditions

Untreated maize seeds for the physiological experiment were provided by the seed companies Caussade (France), Pioneer (France) and Codisem (France), for a total of twelve varieties (Table S1). Varieties Algans, Justina and Picker were included in the Irish Recommended List 2008 of the cultivars that have shown a high yield performance under Irish climate conditions in trials. The experimental varieties also differed in the type of kernel (Flint, Dent, and Flint-Dent) and maturity type.

Two independent non seed coating treated 45-seed groups of each variety were germinated in growth chambers (Snijder Microclima 1750, The Netherlands) under control and low temperature conditions on a surface of capillary matting lying over two layers of blotting paper soaked with 100 ml of distilled water. The blotting paper and capillary matting were placed in 52 cm × 42 cm × 9 cm seed trays, which were covered by another inverted seed tray to reduce water loss. The blotting paper was placed below the single layer of capillary matting. Each group of 45 seeds, were arranged as two sub-groups of 21 and 24 seeds in two separate seed trays. Seeds were used directly from the seed bag and placed under two controlled growth conditions. The control temperature regime was set at 18 °C for 16 h and 12 °C for 8 h; the low temperature regime was set at 12 °C for 16 h and 6 °C for 8 h. Control temperature conditions were chosen like at an ideal spring day when maize is being sown in temperate climates like in Ireland. This allowed us to target the identification of transcripts which are up- or down regulated in germplasm which has been bred to perform in the maritime climate of the northern hemisphere. The experiment was conducted in constant dark conditions with 40% of relative humidity.

### Germination assessment and growth ratio (GR)

Seed germination was classified as such when the radicle emerged from the meristem and was at least 1 mm long. Shoot measurements were taken as an indirect assessment of root growth performance. Seed germination was recorded in the number of days from sowing to radicle emergence (seed germination data under control and cold stress treatments in Table S1). The length of the primary roots and the shoots were measured on germinated seeds with similar root length under the same growth conditions at 24-hour intervals over a period of five days post-germination (time points). Trays were daily watered with 100ml of distilled water. The response to low temperature was calculated at every time point and was expressed as growth ratio (GR). The GR was calculated dividing the average length of roots and shoots of each variety at low temperature by the average length of root and shoot of each variety at control temperature. GR was expressed in percentage.

### Analysis of the physiological response

The experiment was a randomised block design and was conducted as three independent experiments. A three-way ANOVA was fitted including a blocking factor (experiment) and three effects (genotype, treatment and time point) with all the possible interactions of interest (genotype, treatment, time point, genotype × treatment, genotype × time point and genotype × treatment × time point). The measurements over time were made on the same experimental units and a repeated measures analysis incorporating a covariance structure was used to model this lack of independence. *P*-values < 0.05 were taken as significant. Residual checks were made to ensure that the assumptions of the analysis were met and responses were log transformed to correct skew and/or non-constant variance as appropriate. The analysis was performed with the GenStat statistical software package (VSN International, Hemel Hempstead, Hertfordshire, UK) and the Statistical Analysis System (SAS) software (SAS Institute Inc., Cary, NC, USA).

### RNA extraction

Total RNA was isolated of three independent biological replicates from 3 cm maize roots, on days 1, 2, 3, 4, 5 post-germination. Roots were excised and snap frozen in liquid nitrogen and stored at −80 °C. Frozen root samples were homogenised in 1.5 ml microcentrifuge tubes with the use of tube pestles (Sigma-Aldrich, Hamburg, Germany) and used as a starting material for RNA extraction. The isolation of total RNA was carried out with the RNeasy^©^ Plant Mini Kit (Qiagen, Manchester, UK). Samples were treated with DNase I from the RNase-free DNase set (Qiagen). Quantity and quality of RNA were determined with an Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). Only RNA samples with an RNA integrity number (RIN) ≥8 assigned by the BioAnalyzer were used for microarray analysis.

### Microarray hybridisation and analysis

Three independent root tissue RNA samples on day 1 post-germination (time point 1) were used for the microarray experiment, for a total of 24 samples. One µg of each RNA sample was hybridised on a 46K 70-mer oligo array developed in the ‘maize oligonucleotide array project’ by the University of Arizona, The Institute for Genomic Research (TIGR) and the University of Wisconsin (Seifert et al., 2012). The 46k array was configured as 4 rows and 12 columns. The intersection of a row with a column represented a subarray. Each subarray consisted in 31 columns and 31 rows. A two-colour microarray was used to compare each variety from the control and the same variety from low temperature according to a loop design. The array hybridisation with Cy3 and Cy5 dyes was conducted by the Institute of Genomic Research in Arizona. RNA samples were sent in RNAstable^®^ microfuge tubes (Biometrica, Las Vegas, NV, USA) according to manufacturer’s instructions. Image acquisition was conducted with a GenePix^®^ scanner (Axon Instruments, Union City, CA, USA) as a service in Arizona.

The analysis of microarray was performed with CARMAweb (Comprehensive R-based Microarray Analysis web service, https://carmaweb.genome.tugraz.at/carma/) a web application based on the R (http://www.r-project.org/) programming language and environment for statistical computing. CARMAweb implements the Bioconductor limma (Linear Model for Microarray Data) package for R, specifically designed for microarray analysis. Data were quality checked, adjusted and normalised before analysis to remove the technical variance and systematic errors without altering the biological variance within the data.

The data were log_2_ transformed, background corrected and normalised. Background optical noise of the hybridisation was corrected with the *minimum* method, which consists in giving the half the minimum positive corrected intensities for the array to any intensity that is equal to zero or negative. *Within-array* normalisation was performed with the *print-tip loess* method and *between-array* normalisation was carried out by *scaling* the expression values.

The statistical analysis was restricted to the 40% of the probe sets in order to reduce the loss of power of the test. When many thousands of simultaneous hypothesis tests are performed, the probability of type I errors grows with the number of tests and the power becomes critical. Therefore, a pre-filtering of the data was applied to remove from consideration the set of genes that is not differentially expressed under any comparison and thus to run the analysis on the 40% of the genes with the biggest variance. Differentially expressed genes were determined by subtracting the average expression of the gene in the control from the average expression of the gene under treatment. Bad array spots were excluded from the analysis. Adjusted *p*-values were generated using the Benjamini and Hochberg method to correct for multiple testing in the experiment (Benjamini & Hochberg, 1995). The analysis was performed using the limma paired moderated *t*-test statistics, based on the empirical Bayesian approach.

Microarray data were deposited to GEO (Gene Expression Omnibus) under accession number GSE72508.

### Real Time qPCR

Microarray data validation was performed with three independent replicates on day 1 post-germination. Reverse transcription was conducted with 500 ng total RNA, 1 µl 10 mM dNTPs (Bioline, UK), 1 µl oligo-dT(20) primers (Invitrogen, Carlsbad, CA, USA) and incubated at 65 °C for 5 min in a volume of 11 µl. After incubation the solution was chilled on ice for 1 min and 4 µl of 5X FS reaction buffer, 1 µl 0.1M DTT, 1 µl RNase free H2O (Qiagen) and 1 µl SuperScript^®^ III reverse transcriptase (Invitrogen) were added bringing the volume to 20 µl. The reaction was incubated at 50 °C for 60 min and inactivated at 70 °C for 15 min. The solution was brought up to a final volume of 50 µl by adding RNase free H_2_O.

Relative Real Time PCR was conducted with an ABI 7500/7500 Fast Real Time PCR system (Applied Biosystems, Carlsbad, CA, USA) using the Fast Sybr^®^ Green Master Mix (Applied Biosystems) according to the manufacturer’s instructions, but in a reaction volume of 10 µl.

All primers were designed using the Primer3Plus, an advanced Prime3 designer tool (Untergasser et al., 2007). Lyophilised primers were re-suspended in nuclease free water to a final concentration of 100 pmol µl^−1^ (mM/L). Re-suspended primers were diluted to the working solution of 10 pmol µl^−1^. A five series dilution standard curve was used to test primer efficiency. As the efficiency of all the primers was ≥95%, the Livak’s method (ΔΔCt method) was used to calculate the relative expression. Four genes (Table S3) were tested as housekeeping genes with the geNorm algorithm (Vandesompele et al., 2002). Adh and Ef1-*α* were finally used as housekeeping genes. The target genes used for Real Time qPCR were selected out of the top 100 up- or down regulated genes with the smallest *p*-values (primer sequences of all candidate genes and housekeeping genes in Table S4).

Three independent replicates on day 1, 2, 3, 4 and 5 post-germination were used to investigate the difference in gene expression of the target genes across five time points in a time series experiment. Fold-change was calculated at every time point by subtracting the average expression of the gene in the control from the average expression of the gene under treatment. The relative expression across time points was calculated by subtracting the fold-change on day 1 post-germination from the fold-change of the other days post-germination.

## Results

### Physiology and genetics of maize roots grown at low temperatures

The physiological response of maize to low temperature was analysed in twelve maize varieties differing in kernel type and maturity group (Table S1). Overall all of these twelve varieties still had root and shoot growth under chilling treatment and thus all of them could be broadly considered as chilling tolerant (Fig. 1). However for root and shoot growth, there was a significant *variety × treatment × time point* interaction (Table 1) resulting in an effect of variety on treatment and time point at which the measurements were taken. For this reason the physiological response was calculated as a chilling stress/control ratio (see ‘Materials and Methods’) and not simply the root and shoot growth under chilling stress. The twelve varieties exhibited a root response pattern different to the shoot pattern. However, the shoot growth was measured as in indirect effect of low temperature on root elongation, so, to determine the most cold tolerant and the most cold sensitive genotypes the Tukey’s range test (a multiple comparison method) was performed on the root growth ratio (Fig. 1). The physiological response to low temperatures has led to the identification of two groups of genotypes with contrasting cold tolerance. The varieties Picker and PR39B29 showed the highest resistance to chilling stress in terms of both root and shoot growth, while Algans and Justina presented the lowest degree of tolerance. However, because of their poor ability to germinate under the cold stress temperature regime, Algans and Justina were excluded for subsequent microarray analysis and substituted by the second most sensitive pair of varieties, Codisco and Fergus. Therefore, the four final genotypes used for the gene expression profiling were Picker, PR39B29, Codisco and Fergus.

**Figure 1:**
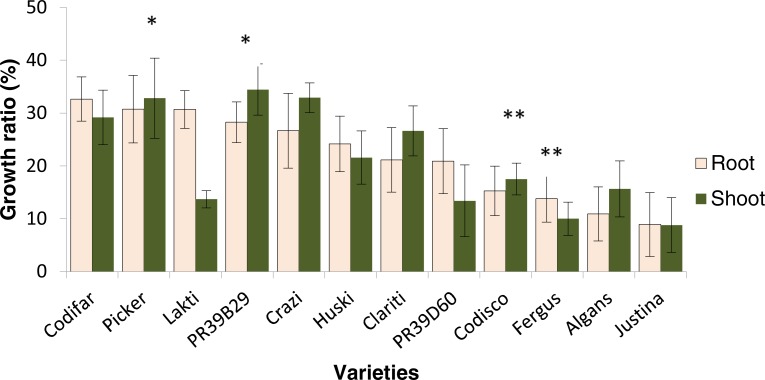
Growth ratio as response to cold stress. The growth ratio for roots and shoots was obtained by relating the average length of a root and shoot of cold treatment to the length of root and shoot of control, respectively. Tukey’s range test was carried out to determine the two varieties with the highest combined root and shoot response to cold stress (indicated by *) and lowest combined root and shoot tolerance to cold stress (indicated by **). Note: varieties Algans and Justina were excluded from ranking list due to uneven germination rates (Table S1). Vertical error bars represent mean ± SE (*n* = 135). The difference between varieties was significant at *p* < 0.05.

**Table 1:** Three-way Analysis of variance (ANOVA) tests of genotype, treatment and time point on growth in twelve maize varieties.

Effect	Root *P* value	Shoot *P* value
Replicate	<.0001	<.0001
Variety	<.0001	<.0001
Treatment	<.0001	<.0001
Variety × treatment	<.0001	<.0001
Time point	<.0001	<.0001
Variety × time point	<.0001	<.0001
Treatment × time point	<.0001	<.0001
Variety × treatment × time point	<.0001	<.0001

### Microarray analysis

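Root RNA of 4 maize varieties was compared between a control regime (16 h at 18 °C, 8 h at 12 °C) and a cold regime (16 h at 12 °C, 8 h at 6 °C). Picker and PR39B29 were the more chilling tolerant varieties, and Fergus and Codisco the less tolerant ones. The roots were taken on day 1 post-germination. The sample labels give day 8 and a cooler period of 6 h for the control regime, and the values of the paper were used. RNA was hybridised in pairs to 24 arrays, each a glass slide with 46128 spots, of which 43536 carried maize oligonucleotide probes for 43393 genes. The arrays formed 3 loops, 1 for each biological replicate. In each loop 4 direct arrays set the cold RNA of a variety against its own control RNA, and 4 linking arrays set the cold RNA of a variety against the control RNA of another variety. The slides were hybridised and scanned as a service. The authors corrected the background with the minimum method, normalised each array by print-tip loess, scaled the arrays to each other, left out bad spots and deposited the M-value of each spot, the log2 ratio of the 2 channels. An array held a value for between 18268 and 43108 genes (median 23251.5). The median M-value of an array lay between −0.04 and 0.05 and its standard deviation between 0.54 and 2.60, while single M-values reached −41.51 and 82.89. The median absolute deviation of an array, scaled as a standard deviation, lay between 0.45 and 1.23. Whether the deposited values include the scaling between arrays is therefore not settled. From these values, spots of one probe were averaged and the 40% of genes with the largest variance over the 24 arrays were kept (16945 of the 42364 genes with 2 or more values). The mean M-value of the 3 direct arrays of each variety was then tested against 0 with limma's moderated test, for genes with a value on all 3 arrays, and a gene was called at a Benjamini and Hochberg adjusted p under 0.05. The precision is limited by the number of arrays, 3 for each variety. The direction of the ratios is likely, not settled. By the dye labels the cold RNA carried Cy5 on all 24 arrays, but the array titles name the control first on the direct arrays and the cold RNA first on the linking arrays. Over the 48 pairs of a direct and a linking array of one replicate, 39 were negatively correlated across genes (median Spearman's rho −0.26). All ratios were therefore read as the RNA named first over the RNA named second and then turned to cold over control, which gives the sign printed in the paper for 36 of the 39 genes of Table S5 and 27 of the 29 genes of Table S6. With the dye labels read literally every sign of the direct arrays turns, so that higher and lower swap and most signs are opposite to those of the 2 tables. The counts of called genes from the direct arrays stay the same, and those from a fit of all 24 arrays do not. All direct arrays had one dye orientation, so that a dye effect of a gene is part of its ratio. The direct array of PR39B29 and the linking array of Picker cold against PR39B29 control, both of replicate 2, held nearly the same values (Pearson r = 0.987 across 22672 genes, as deposited), and both were kept as labelled.

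**Figure D1:**
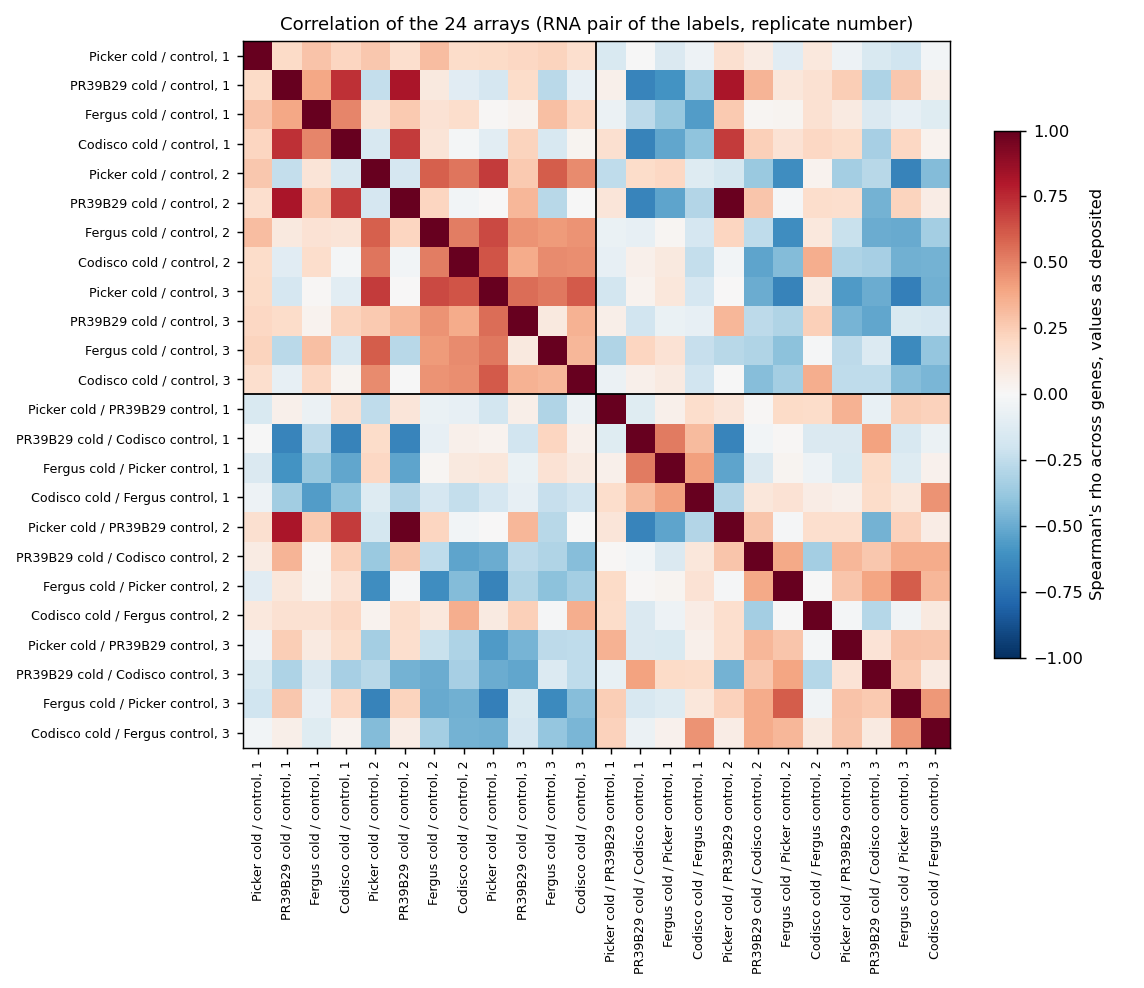
Spearman's rho across genes between each pair of the 24 arrays, from the M-values as deposited, with both axes listing the arrays by their RNA pair and replicate number and the black lines parting the 12 direct from the 12 linking arrays. The blocks of a direct with a linking array are mostly below 0 (92 of 144 pairs), and the pair of replicate 2 at 0.990 stands out.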

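In Fergus 191 of 4706 tested genes were called, 92 higher and 99 lower in the cold, and in Picker 13 of 4377, 5 higher and 8 lower. The genes that rose in Fergus included a putative metacaspase (MZ00032919), a cysteine peptidase of a family linked to programmed cell death, at a log2 ratio of 4.74 ± 0.18 (SD, n = 3 arrays, adjusted p = 0.0327). The rise of the root-specific protein RCc3 (MZ00015009) in Fergus was 4.45 ± 1.60 (SD, n = 3, adjusted p = 0.0345). A putative chitinase (MZ00027910), an enzyme that breaks down fungal cell walls, fell in Fergus to a log2 ratio of −3.88 ± 0.65 (SD, n = 3, adjusted p = 0.0327). In Picker the probe named rpl14 (MZ00034858), for a ribosomal protein encoded in the plastid, fell to −3.15 ± 0.31 (SD, n = 3, adjusted p = 0.0490). No gene was called by limma in PR39B29 (of 3695 tested, 1018 at an unadjusted p under 0.05, smallest adjusted p 0.121) or in Codisco (of 4610, 573 at an unadjusted p under 0.05, smallest adjusted p 0.349). At the same unadjusted threshold there were 1454 genes in Picker and 1354 in Fergus. The counts depended on the replicates: leaving out all arrays of replicates 1, 2 and 3 in turn, with the variance filter taken again, gave 1514, 0 and 0 genes in Picker, 114, 0 and 2625 in PR39B29, 159, 0 and 0 in Fergus and 0, 50 and 53 in Codisco. Each of these fits rests on 2 direct arrays of a variety, so that the spread of a gene is poorly known and the counts are not reliable. The smallest adjusted p from limma was 7.0e-25 in PR39B29 without replicate 1 and 4.1e-13 in Codisco without replicate 3. Leaving out only the direct array of PR39B29 in replicate 2, which also leaves 2 arrays, gave 19 genes in PR39B29. Without the variance filter Picker had 0 and Fergus 423 called genes. With adjustment over the 4 varieties together (smallest adjusted p 0.0763) or with a missing array allowed no gene was called in either variety, the genes named here included.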

The microarray analysis of root tissue showed that the most chilling tolerant varieties Picker and PR39B29 have, each, a set of differentially expressed genes (up and down regulated, *p*-value < 0.05), while no genes were listed for the other two less chilling tolerant varieties Fergus and Codisco, indicating that no significant change in expression was found in any of the genes analysed (Table 2). 

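The genes with the largest rise among the 13 of Picker were MZ00032354, at a log2 ratio of 4.88 ± 1.51 (SD, n = 3, adjusted p = 0.0428), and MZ00036714, at 4.45 ± 1.06 (SD, n = 3, adjusted p = 0.0422). The largest falls were those of MZ00019953, at −4.96 ± 0.99 (SD, n = 3, adjusted p = 0.0422), and MZ00044438, at −4.11 ± 1.00 (SD, n = 3, adjusted p = 0.0428). On the linking arrays of Picker cold over PR39B29 control the 2 rises had means of 0.38 and −0.80 (n = 2 each). The 2 falls had −1.51 and −0.36 there (n = 3 each). These linking means also hold the difference between the varieties. The files and tables used here pair these 4 probes with no gene product, and none of the 13 is listed in Table S5 or Table S6. Since PR39B29 had no called gene, Picker and PR39B29 had 0 called genes in common among the 3165 genes tested in both. Picker and Fergus shared 2 called genes, MZ00032354 and MZ00036714, both higher in both varieties, where independent lists would share 0.237. In a fit of the 12 direct arrays the cold response of no gene differed between Picker and PR39B29 at an adjusted p under 0.05 (limma, 2546 genes, 275 at an unadjusted p under 0.05, smallest adjusted p 0.369). With the variance filter taken over the 3 direct arrays of a variety, 225 genes were called in Picker and 234 in PR39B29, and 24 in both (5.74 for independent lists), of which 19 had the same direction. That filter picks genes by the same spread between the 3 arrays that the test then uses, which distorts the test. The smallest adjusted p from limma there was 5.6e-35 in Picker and 3.0e-27 in PR39B29, so that these counts are not reliable.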

The overall number of genes up and down regulated in the two more chilling tolerant varieties amounted to 64 (Fig. S1), which are, however, divided in a group of 39 genes in PR39B29 (Table S5) and 30 genes in Picker (Table S6), as the two varieties exhibited two different transcriptomic patterns in which only four genes were shared, although not all with the same degree of regulation (Tables S5 and S6). These four genes were a RNA binding protein (MZ00003507), a pathogenesis related protein-1—maize (MZ00004486), a hypothetical protein (MZ00022876) and an unknown protein (MZ00041708). 

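The 2 probes of unknown function, MZ00022876 and MZ00041708, were higher in the cold on all 12 direct arrays. Averaged over the 4 varieties, their log2 ratios were 2.49 (standard error 0.31, adjusted p = 1.37e-04 from limma) and 3.31 (standard error 0.42, adjusted p = 1.37e-04). PR-1 (MZ00004486), a secreted defence protein, was lower on 11 of the 12 direct arrays and fell over the 4 varieties by 3.45 on the log2 scale (standard error 0.83, adjusted p = 0.00473). The RNA binding protein (MZ00003507) had a value on 9 direct arrays, higher on 5 and lower on 4, and was not in the test over the 4 varieties. Within single varieties, PR-1 and MZ00041708 passed the threshold in Fergus, and none of the 4 genes passed it in Picker, PR39B29 or Codisco. The difference between Picker and PR39B29 passed the adjusted threshold for none of the 3 genes it could be tested for in limma, and PR-1 had an unadjusted p of 0.0154 and an adjusted p of 0.421 there.

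**Figure D2:**
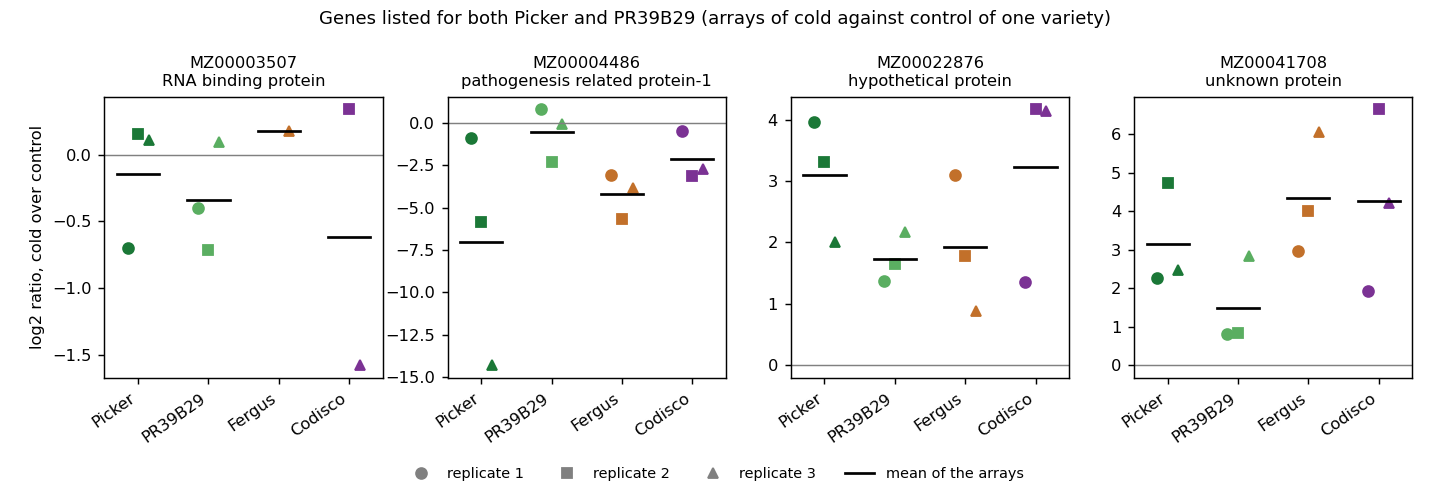
Log2 ratio of cold over control on each direct array (symbols, 1 for each replicate) and their mean (black line) for the 4 genes, by variety, each panel on its own scale. MZ00022876 and MZ00041708 lie above 0 on all 12 arrays, PR-1 spreads from 0.81 in PR39B29 to −14.30 in Picker, and the RNA binding protein lies on both sides of 0.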

The Gene Ontology (GO) functions of the genes were available in the probe dataset. However, no information for MZ00003507 was available and the nearest match obtained for this sequence was an RNA binding protein in *Arabidopsis thaliana*. Microarray data of our hybridization experiments were deposited to GEO (Gene Expression Omnibus) under accession number GSE72508.

**Table 2:** List of the nine most significant regulated genes in two cold tolerant maize varieties. ID and Name are annotation of the NSF Maize Oligonucleotide Array Project. MeanM and MeanA describe the average regulation and the average expression of each gene, resulting from the mean of the values of the biological replicates. False discovery rate (FDR) with the Benjamini & Hochberg’s procedure accounted for the differential gene expression (FDR-adjusted *p*-value < 0.05).

ID	Variety	Mean M	Mean A	Gene product	Abbreviation
MZ00003507	Picker	2.43	10.59	RNA binding protein *(Arabidopsis thaliana)*	RBP
	PR39B29	−2.78	10.81		
MZ00004486	Picker	−3.66	9.86	Pathogenesis related protein-1—maize *(Zea mays)*	PR-1
	PR39B29	−2.42	9.35		
MZ00022876	Picker	2.61	8.66	Hypothetical protein (*Oryza sativa—japonica* cultivar-group)	Ukw-P (1)
	PR39B29	2.58	9.60		
MZ00041708	Picker	2.18	10.16	Unknown protein (*Oryza sativa—japonica* cultivar-group)	Ukw-P (2)
	PR39B29	2.46	13.30		
MZ00023411	PR39B29	2.46	11.87	22 kDa drought-inducible protein *(Saccharum hybrid* cultivar)	–
MZ00026737	PR39B29	2.55	11.62	Peroxidase *(Zea mays)*	–
MZ00029223	PR39B29	−2.47	11.38	Putative heat shock protein hsp22 precursor (*Oryza sativa—japonica* cultivar-group)	–
MZ00026029	Picker	−2.17	9.82	Probable lipid transfer protein—rice *(Oryza sativa)*	–
MZ00037140	Picker	−3.45	11.24	Glucose starvation-induced protein precursor (clone pZSS2)—maize *(Zea mays)*	–

### qRT-PCR for data validation

Nine differentially expressed genes, including the four in common, were selected to validate the microarray analysis with qRT-PCR. Real Time PCR was performed on three independent biological replicates. The log_2_ average expression values of the qRT-PCR at time point 1 were correlated to the log_2_ values (*M*-values) of the microarray analysis for validation. Spearman’s correlation (rho) for non-parametric distribution was derived from the square root of *R*^2^, which was 88%. This strong correlation between the two expression profiling techniques assessed that microarray data were successfully validated by qRT-PCR.

qRT-PCR was also performed to investigate the expression pattern of the genes of interest in Picker and PR39B29 across five time points corresponding to number of days post germination. Gene expression was not maintained over the time (Fig. 2), but was subjected to fluctuation. Except for RBP, the gene expression pattern was similar between the two varieties, in particular for PRP-1.

**Figure 2:**
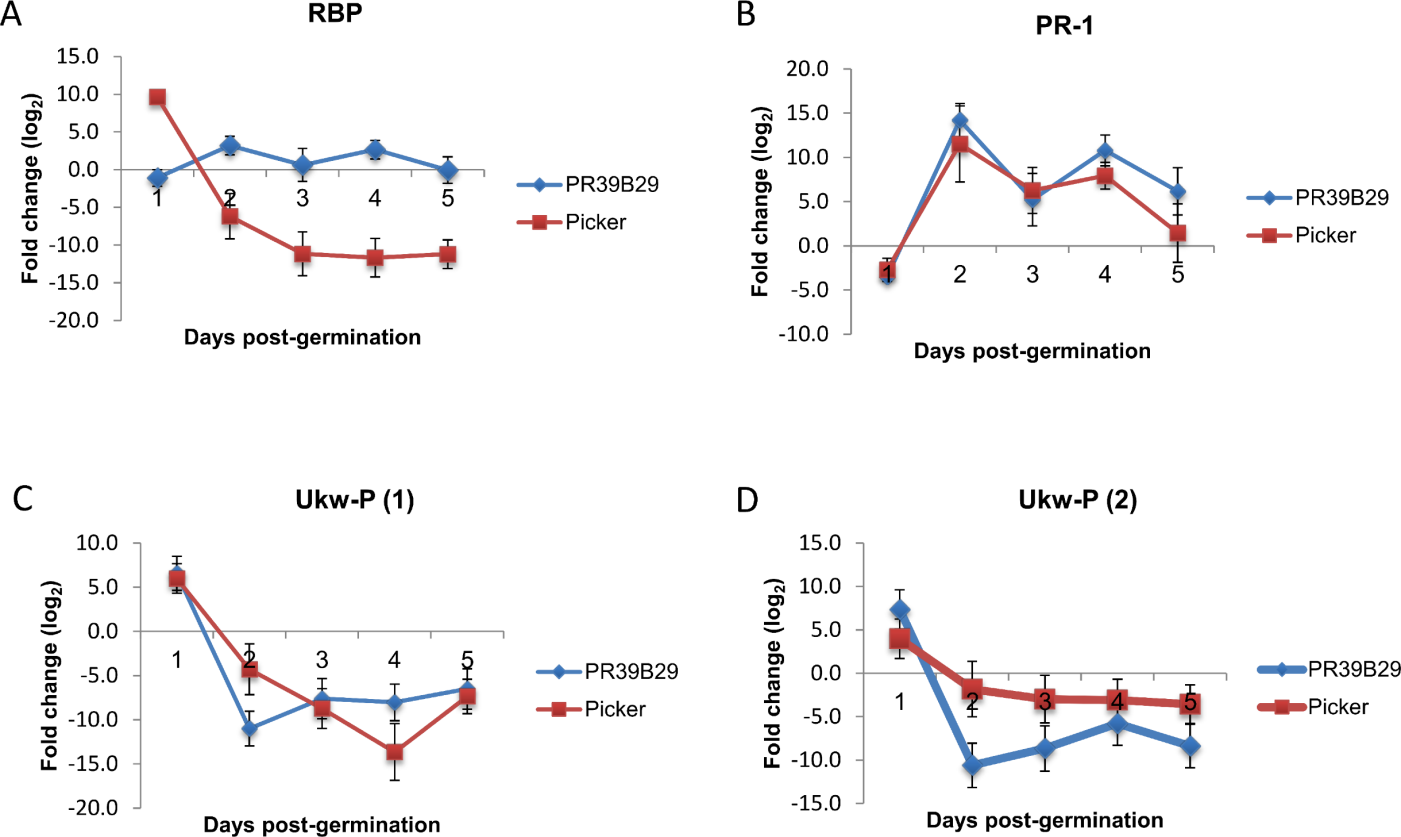
Gene expression pattern of the significant four genes shared between the two most cold tolerant varieties Picker and PR39B29. Gene expression patterns were examined over five days post-germination, from day 1 to day 5. Vertical error bars represent mean ± SE (*n* = 3).

## Discussion

Investigation on the cold tolerance in maize has mainly focused on the early phases of growth, as it is known that plant establishment is fundamental for the crop to reach maturity and maximum development (Di Fenza, 2013). Photosynthesis is impacted by low temperatures (Stamp, 1984). To date most research has investigated the effect of sub-optimal temperatures on photosynthesis during leaf development. Sub-optimal growth temperatures lead to impaired chloroplast function through photo inhibition, altered pigment composition and chlorophyll (Greaves, 1996; Marocco, Lorenzoni & Fracheboud, 2005). The type of organ, shoot or root, has a different tolerance to cold which reflect on the photosynthetic performance (Stamp, 1984; Tollenaar & Lee, 2002). When soil temperatures are too low also germination, the heterotrophic phase of development and root development are also impaired.

Often root studies in maize are performed under field conditions which often require destructive sampling techniques. Digital image acquisition is also a possible venue, which can be biased because of the background noise due to soil (Dong et al., 2003) are also used to grow Roots grown under controlled experimental environments in hydroponics (Sanguineti et al., 1998) or sand columns (Ruta et al., 2010) present sampling limitations. Root traits have been measured by recording with a simple camera or photocopier (Liedgens & Richner, 2001; Collins et al., 1987), a scanner (Dong et al., 2003; Hund, Trachsel & Stamp, 2009) and X-ray imaging techniques (Gregory et al., 2003). Advanced software for the quantitative analysis or root growth and the architecture of complex root systems has been developed (Lobet, Pagès & Draye, 2011). Some measurement methods can be invasive, damage the root samples and reduce the sample size. Besides, growth in the field is significantly influenced by several environmental cues, which makes cold tolerance difficult to sunder from other stresses (Riva-Roveda et al., 2016). It is therefore necessary to implement an adequate controlled growth environment, use techniques that are not destructive and take repetitive measurements of the traits of interest, giving temporal information about root growth over a certain period of time. Climate chambers provide appropriate and reproducible conditions to assess cold tolerance and predict the growth potential of maize seedlings by physiological characteristics (Strigens et al., 2013; Stamp, 1986). The growth of maize seedlings on blotting paper for root development analysis used in this work has been outlined previously, with the specific aim of developing a phenotyping platform for non-destructive and repeated measurements of root growth (Hund, Trachsel & Stamp, 2009).

To date, analysis of gene expression in chilling stressed maize roots has not been carried out. Maize genotypes can be distinguished as cold tolerant and cold sensitive varieties: dent hybrids shows a cold sensitive phenotype, whilst flint hybrids are cold tolerant (Revilla et al., 2016). Whereas low temperatures seriously injure the cold sensitive varieties, the cold tolerant genotypes adjust their metabolism to adapt to the environmental conditions. They grow through the activation of metabolic mechanisms that increase the content of specific molecules, such as cryo-protective compounds and antioxidants, but they also involve the down-regulation of some other gene products such as acquaporins (Janská et al., 2010).

Root and shoot growth was carried out in controlled environmental chambers in a range of temperature regimes that are in accordance with previous studies (Blacklow, 1972; Farooq et al., 2009; Marocco, Lorenzoni & Fracheboud, 2005). Germination requires a minimum temperature of approximately 10 °C (Levitt, 1980) and cellular and tissue damage can occur when temperature is below 5 °C (Greaves, 1996). Prolonged exposure below this temperature can seriously injure seedlings that are no longer able to recover (Theocharis, Clément & Barka, 2012). Although, the environmental conditions applied in our study do not cause deleterious effect on the maize seedlings, they both are sub-optimal chilling temperatures, as chilling is defined as a temperature range of 5–15 °C (Nguyen et al., 2009). More specifically, the control temperature applied in this study is defined as a mild-chilling stress compared to the other stress that is defined as strong-chilling (Marocco, Lorenzoni & Fracheboud, 2005). The reason behind this choice is duplex: firstly, we wanted to represent an ideal spring day when maize is being sown in temperate climates like Ireland. This allowed us to target transcripts that are differentially regulated in the germplasm, which has been bred to perform in the maritime climate of the Northern hemisphere; secondly, as the cultivar were cold tolerant, we believed that comparing the gene expression under cold stress with the gene expression under optimal growth conditions would hide the genetic difference among the varieties and would outline a general common response to low temperature. In support of our hypothesis, a recent study has showed that even genotypes with contrasting cold sensitivity regulate thousands of common genes that are probably involved in a general response to cold stress, whilst only a few are responsible for the genetic difference between the germplasms (Sobkowiak et al., 2014). Therefore, by applying more stringent control environmental conditions, we narrowed down our scope to those few genes that could play a dominant role in cold tolerance and that could highlight the genetic difference not only between cold tolerant and cold sensitive cultivars, but also within cold tolerant genotypes. In our study, cold tolerance was assessed phenotypically, on the results of the physiological experiment, which outlined two contrasting groups, of which a pair of varieties each was destined to gene expression profiling. A pair of varities each group allowed us to detect genetic difference between and within the groups and potential different strategies used to cope with cold stress. 

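The gene MZ00041500, whose product resembles a water stress inducible protein, was higher in the cold on all 12 direct arrays and rose over the 4 varieties to a log2 ratio of 3.03 (standard error 0.42, adjusted p = 2.72e-04 from limma). It was at 2.90 ± 0.10 in Picker and 2.87 ± 2.30 in PR39B29 (SD, n = 3 each, adjusted p = 0.0538 and 0.131), and its difference between these varieties was 0.03 (standard error 1.20, adjusted p = 0.994). MZ00018470, of unknown function, was called lower in Fergus at −3.94 ± 0.81 (SD, n = 3, adjusted p = 0.0327) and was at −2.68 ± 2.03 in Picker (SD, n = 3, adjusted p = 0.0919). PR39B29 had 2 values for it, −0.15 and 1.65. MZ00043117 stayed between −1.17 and 0.94 in Picker, and in PR39B29 it was at 0.93, 1.18 and −5.61. Over the 4 varieties its mean was −0.19 (standard error 0.51, adjusted p = 0.756). In Fergus the peroxidase MZ00026737 rose to 3.14 ± 1.14 (SD, n = 3, adjusted p = 0.0425) and the putative peroxidase MZ00004711 was at −3.75 ± 2.06 (SD, n = 3, adjusted p = 0.0505).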

The microarray analysis outlined a set of differentially expressed genes whose number (64) is consistent with the number of differntially expressed genes in Sobkowiak’s work (66) and five genes (MZ00004711, MZ00018470, MZ00026737, MZ00041500, MZ00043117) are outlined in both studies, although three (MZ00004711, MZ00026737, MZ00041500) were only regulated in Picker and two (MZ00018470, MZ00043117) only in PR39B29. 

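Over the 4 varieties together 1334 of 2546 tested genes were called in the cold, 709 higher and 625 lower (limma on the 12 direct arrays). Phosphoenolpyruvate carboxykinase (MZ00013532), an enzyme of gluconeogenesis, was higher on all 12 direct arrays, at a mean log2 ratio of 3.08 (standard error 0.31, adjusted p = 7.56e-05), with 3.15 ± 0.44 in Picker, 2.78 ± 1.35 in PR39B29, 2.62 ± 0.41 in Fergus and 3.78 ± 1.59 in Codisco (SD, n = 3 each). The putative heat shock protein hsp22 (MZ00029223) was lower on all 12 direct arrays and fell by 2.60 on the log2 scale over the 4 varieties (standard error 0.38, adjusted p = 3.46e-04). The root cap protein 2 (MZ00032161) was lower on 11 of the 12 arrays and fell by 2.70 (standard error 0.58, adjusted p = 0.00252). The cold response of no gene differed between the mean of Picker and PR39B29 and the mean of Fergus and Codisco (limma, 2546 genes, 303 at an unadjusted p under 0.05, smallest adjusted p 0.392). The count over the 4 varieties was 3566 of 12708 without the variance filter and 646 of 2496 with the filter over the 12 direct arrays. Without replicates 1, 2 and 3 it was 2764 of 3923, 408 of 2807 and 351 of 4077. The main filter took the 24 arrays as deposited, in which direct and linking arrays ran mostly opposite ways. A response shared by the arrays thus raised a gene's variance, which can raise the share of 1334 of 2546. More genes were lower than higher with the filter over the 12 direct arrays (266 higher and 380 lower) and without replicate 1 (1245 higher and 1519 lower), so that the balance of higher and lower genes is not settled. The count was 0 in a fit of all 24 arrays by the dye labels and 1058 in a fit in title order with a dye term, both chosen for this count after seeing the data. If title order holds, the fit by the dye labels sets the linking arrays against the direct ones. A response that both kinds of array share then cancels, so that under this reading the 0 decides nothing.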

Interestingly, the microarray analysis has revealed that the transcriptome was differently regulated only in two of the four varieties (Picker and PR39B29), precisely, the varieties whose root growth ratio was significantly higher, thus supporting the evidence that the regulation of specific genes confers higher cold tolerance (Theocharis, Clément & Barka, 2012). As previously stated, these results should not be unexpected as the growth temperatures used for this study were sub-optimal, therefore, common cold regulated genes like those controlling the inducer of cbf expression (ICE)-C repeat binding factor/DRE binding factor1 (CBF/DREB1) transcriptional pathway (Miura & Furumoto, 2013) could have been triggered in both control and stress conditions and, therefore, no difference in expression was detected by microarray for those genes. However, transcriptomic differences were still observed in Picker and PR39B29. 

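Fergus had called genes in several groups of products. Of 5 water stress and abscisic acid related genes 3 rose there, the putative ASR2 (MZ00041306) to a log2 ratio of 3.47 ± 0.75 and 2 probes for the r40g3 protein, MZ00042906 and MZ00042908, to 3.42 ± 0.27 and 3.25 ± 0.06 (SD, n = 3 each, adjusted p = 0.0345, 0.0343 and 0.0345 from limma). The pathogenesis related protein PR-1 and the chitinase fell there. A ribulose bisphosphate carboxylase product (MZ00005992) fell to −2.55 ± 0.27 (SD, n = 3, adjusted p = 0.0425). In Codisco, where no gene was called, the same r40g3 probes were at 2.72 ± 1.62 and 2.50 ± 1.66 and ASR2 at 3.60 ± 1.19 (SD, n = 3 each, adjusted p = 0.349 for each). The difference between Fergus and Codisco was called for no gene (limma, 125 at an unadjusted p under 0.05, smallest adjusted p 0.885), and their mean responses had Pearson's r = 0.720 across 3517 genes, which are not independent replicates. Among the 2546 genes with values on all 12 direct arrays, a set chosen after seeing the data, 205 were called in Fergus and 0 in Codisco with the spread of their own arrays, and 347 and 633 in one fit of the 12 arrays. With the replicate number as a block in that fit there were 575 and 1048. One fit takes one spread for all varieties, which can understate that of Codisco. Its direct array of replicate 1 had Spearman's rho −0.018 and 0.026 with those of replicates 2 and 3. The SDs of its 3 arrays were 0.61, 1.84 and 2.45. The counts of one fit therefore do not show a stronger response in Codisco than in Fergus.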

Codisco and Fergus were probably non able to trigger a specific response to cope with cold stress and therefore, no difference in expression was detected for these varieties.

Although signicant (*P* < 0.05) contrasting cold tolerance was observed between PR39B29 (flint) and Fergus (dent) as the kernel type would suggest, stastical analysis showed that, in our experiment, neither kernel or maturing time were sufficient conditions for conferring better growth performance (Table S2). Cultivars with the same maturing time or the same kernel exhibited opposite adaptation to low temperatures, or even both cold tolerant and cold sensitive phenotypes (Huski, PR39D60; *P* < 0.05). However, when showing both mid-early and flint-dent phenotypes (Crazi, Clariti, Algans and Codisco), the cultivars showed no statistical difference among them (*P* < 0.05) in root growth. In spite of this, Crazi and Clariti also exhibited both cold tolerant and cold sensitive genotypes (*P* < 0.05), therefore making them unsuitable for assessing cold tolerance. Nevertheless, the number of replicates for each individual trait is too small to assess cold tolerance on a phenotypical basis (Fergus is the only dent variety).

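Of 3 peroxidases tested over the 4 varieties 1 rose and 2 fell. The maize peroxidase MZ00026737 was higher on 10 of 12 direct arrays (mean log2 ratio 2.13, standard error 0.47, adjusted p = 0.00300 from limma), with 2.23 ± 1.40 in Picker and 3.22 ± 0.57 in PR39B29 (SD, n = 3 each). The putative peroxidase MZ00004711 was lower on 10 arrays, at −2.81 (standard error 0.56, adjusted p = 0.00163), with −2.25 ± 2.00 in Picker and −0.37 ± 1.22 in PR39B29. Both pathogenesis related and defence products tested over the 4 varieties fell. The chitinase MZ00027910 was lower on all 12 arrays, at −2.27 (standard error 0.26, adjusted p = 1.14e-04), with −1.53 ± 0.37 in Picker and −1.65 ± 0.28 in PR39B29 (adjusted p = 0.0928 and 0.121). Of the 2 products that the list of RNA binding and splicing proteins matched by name, 1 is the metacaspase, whose name mentions splicing, and the other, a putative small nuclear ribonucleoprotein (MZ00014087), was at −0.18 ± 0.29 in Picker (SD, n = 3, adjusted p = 0.775). The lists hold products that the paper chose on these arrays, so that their direction is not independent evidence. All 3 peroxidases and both defence products also passed when adjusted over the list alone.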

Gene Ontology showed that the differentially expressed genes in Picker and PR39B29 are mostly involved in molecular functions and biological processes, some of which, such as peroxidases, patogenesis related proteins, RNA binding factors and the plant specific NAC transcription factor, have been demonstrated to be induced in response to cold stress (Nie, Long & Baker, 1992; Edreva, 2005; Lorković, 2009; Puranik et al., 2012).

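Among the named genes the smallest unadjusted p of a difference was that of a ribulose bisphosphate carboxylase product, MZ00005992, which was at −2.40 ± 1.66 in Picker and 0.62 ± 1.39 in PR39B29 (SD, n = 3 each, difference −3.02, standard error 0.88, unadjusted p = 0.00420, adjusted p = 0.369 from limma). The putative MtN21 protein (MZ00029892) was at −2.24 ± 0.98 in Picker and −0.25 ± 0.44 in PR39B29 (difference −1.99, standard error 0.75, adjusted p = 0.421). Cinnamoyl CoA reductase (MZ00015899), an enzyme of lignin synthesis, was at 1.08 ± 0.84 in Picker and 3.01 ± 1.24 in PR39B29 (difference −1.93, standard error 0.75, adjusted p = 0.424). No difference passed the adjusted threshold. Across 3165 genes the mean responses of Picker and PR39B29 had Pearson's r = 0.299 and Spearman's rho = 0.291, below those of Picker with Fergus (r = 0.776) and with Codisco (r = 0.696), and close to those of PR39B29 with Fergus (r = 0.313) and with Codisco (r = 0.353). Genes are not independent replicates, and these correlations were not tested against each other. The correlation of Picker and PR39B29 was 0.339, 0.423 and 0.0528 without replicates 1, 2 and 3, 0.392 without the direct array of PR39B29 in replicate 2, an alternative chosen after seeing the data, and 0.102 with the variance filter over the 12 direct arrays, and it turned to −0.388 in the fit of all 24 arrays by the dye labels, chosen for this correlation after seeing the data.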

Interestingly, the microarray analysis outlined two different profiles for Picker and PR39B29, suggesting that, even though the two genoytpes had the same (*P* < 0.05) physiological response to cold stress, they might trigger different biological pathways to cope with low temperatures. This is the case of an increase in pepditases and proteinases that was observed only in PR39B29. 

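The 4 proteases and peptidases of the tables were higher in the cold on every array of each variety that measured them. The aspartic proteinase (MZ00043603) was at a log2 ratio of 2.12 ± 1.57 in PR39B29, 2.48 ± 0.47 in Picker, 3.37 ± 0.33 in Fergus and 2.63 ± 1.72 in Codisco (SD, n = 3 each), and rose over the 4 varieties to 2.65 (standard error 0.33, adjusted p = 1.37e-04 from limma). The legumain-like protease (MZ00041333), a processing enzyme of the vacuole, was at 2.84 ± 1.10 in PR39B29 and 1.81 ± 0.76 in Picker, and the C13 endopeptidase NP1 (MZ00041334) at 2.55 ± 1.15 and 1.75 ± 0.49 (SD, n = 3 each). The metacaspase was at 2.71 ± 1.64 in PR39B29 (SD, n = 3) and at 1.68 and 2.62 on the 2 arrays of Picker that measured it. In PR39B29 none of the 4 and in Picker none of the 3 that could be tested passed the threshold (adjusted p = 0.121 and 0.0872 for the legumain-like protease), whereas 3 of 4 rose in Fergus, the C13 endopeptidase among them at 2.44 ± 0.35 (adjusted p = 0.0460). The difference between Picker and PR39B29 could be tested for the aspartic proteinase and was 0.36 (standard error 0.92, adjusted p = 0.863).

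**Figure D3:**
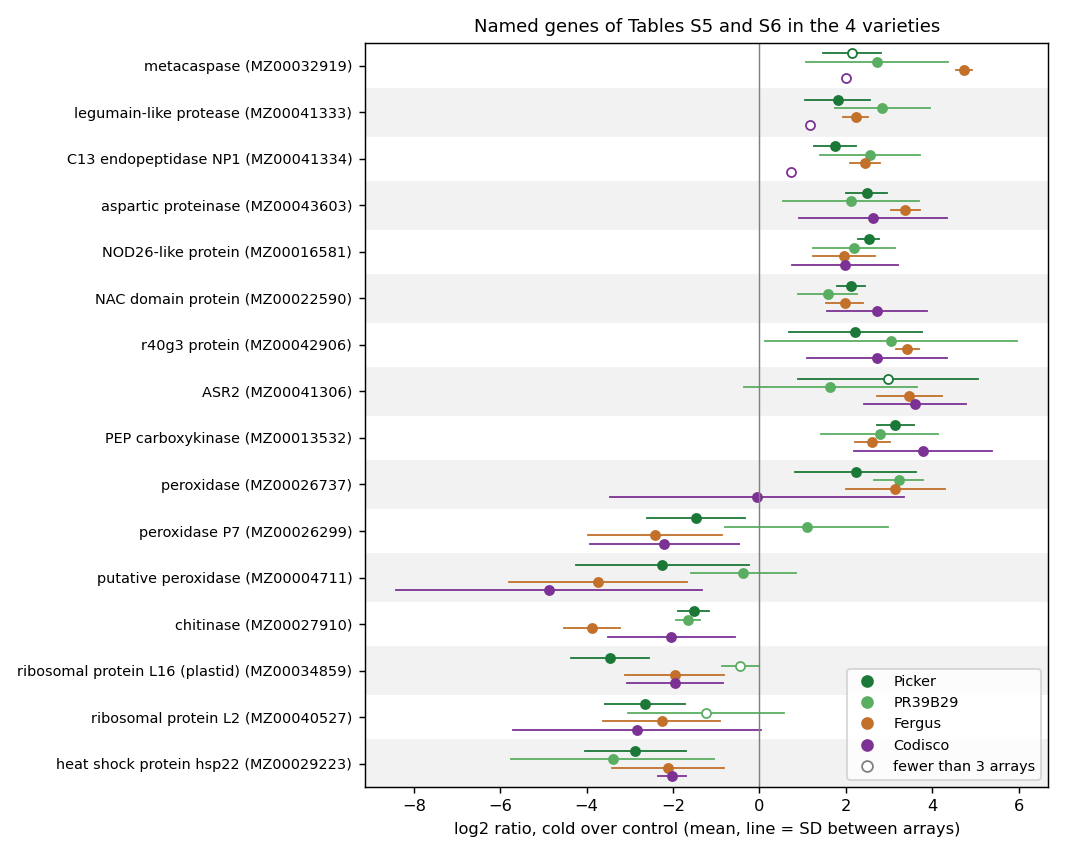
Mean log2 ratio of cold over control on the direct arrays (points) with the standard deviation between arrays (lines) for 16 genes of Tables S5 and S6 in the 4 varieties. Open points rest on fewer than 3 arrays. The proteases, the NOD26-like protein, the NAC domain protein and the water stress products lie above 0 in all 4 varieties, and the chitinase, the ribosomal proteins and hsp22 below 0.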

Proteolytical enzymes have been shown to be indispensible in maintaining the physiological state of the plant cells by degrading potentially harmful and irreversibly damaged proteins in response to draught stress (Vaseva et al., 2012). Draught stress is strongly associated with cold stress as chilling is responsible for reduced root hydraulic conductance (Aroca et al., 2003). This explains why the NOD protein was also induced. 

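The NOD26-like membrane integral protein ZmNIP2-1 (MZ00016581) was higher in the cold on all 12 direct arrays, at a log2 ratio of 2.19 ± 0.95 in PR39B29, 2.53 ± 0.24 in Picker, 1.95 ± 0.71 in Fergus and 1.97 ± 1.22 in Codisco (SD, n = 3 each). It rose over the 4 varieties to 2.16 (standard error 0.27, adjusted p = 1.37e-04 from limma) and passed the threshold in no single variety (adjusted p = 0.121 in PR39B29 and 0.0683 in Picker). Of the 5 products of the list of water stress and abscisic acid related proteins, 4 were tested over the 4 varieties and all 4 rose, also when adjusted over the list alone. The 22 kDa drought-inducible protein (MZ00023411) was at 2.28 ± 1.53 in PR39B29, 1.21 ± 1.68 in Picker, 0.03 ± 1.31 in Fergus and 0.26 ± 0.97 in Codisco (SD, n = 3 each), with a mean of 0.94 (standard error 0.36, adjusted p = 0.0428). The r40g3 probe MZ00042906 was at 3.05 ± 2.92 in PR39B29 and 2.22 ± 1.54 in Picker and rose over the 4 varieties to 2.85 (standard error 0.45, adjusted p = 5.94e-04). These products come from the tables of the paper and were chosen on these arrays.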

*NOD23-like membrane integral proteins* belong to a sub-family of root specific acquaporins, which mediate cold acclimation in plants by regulating root hydraulic conductivity (Ahamed et al., 2012). In PR39B29 cold stress also induced the plant-specific *NAC protein*, which belongs to a major transcription factor family that has been previously demonstrated to be responsible in the adaptation of plants to environmental stress (Puranik et al., 2012).

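The putative NAC domain protein NAC1 (MZ00022590) was higher in the cold on all 12 direct arrays. Its log2 ratio was 1.57 ± 0.69 in PR39B29 (SD, n = 3, adjusted p = 0.121 from limma), 2.12 ± 0.33 in Picker (adjusted p = 0.0709), 1.97 ± 0.43 in Fergus (adjusted p = 0.0680) and 2.72 ± 1.16 in Codisco (adjusted p = 0.349). Over the 4 varieties it rose to 2.09 (standard error 0.25, adjusted p = 1.14e-04), and Picker minus PR39B29 was 0.54 (standard error 0.70, adjusted p = 0.699). In the fit of all 24 arrays by the dye labels its mean over the 4 varieties was −0.0030 and not called. If title order holds, a response that direct and linking arrays share cancels in that fit. In the fit in title order with a dye term and no variance filter, chosen after seeing the data, its mean was 2.10 (adjusted p = 5.08e-05 from limma).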

Picker showed, as opposed to PR39B29, repression of most of the differentially expressed genes, in particular of metabolic enzymes, ribosomal proteins (rpl2, rpl16) and even of an isoform of peroxidases, which are widely known to act against oxidative stress induced by environmental cues (Kocsy et al., 2001). 

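In Picker the ribosomal proteins L2 (MZ00040527) and L16 (MZ00034859, a chloroplast 50S protein) were lower on all 3 direct arrays, at log2 ratios of −2.66 ± 0.93 and −3.45 ± 0.91 (SD, n = 3 each, adjusted p = 0.0708 and 0.0538 from limma). On the 2 arrays of PR39B29 that measured them, L2 was at 0.05 and −2.51 and L16 at −0.14 and −0.74. In Fergus they were at −2.27 ± 1.35 and −1.97 ± 1.14, and in Codisco at −2.84 ± 2.87 and −1.95 ± 1.11 (SD, n = 3 each). The L2 probe MZ00040527 is named rpl2, a plastid gene symbol, and a second probe of that name, MZ00034860, was also low. Its mean over the direct arrays with a value was −2.16 in Picker, −2.57 in PR39B29, −2.50 in Fergus and −2.30 in Codisco. It lacked a value on some arrays and was not tested over the 4 varieties. A putative 40S ribosomal protein (MZ00017067) was at −0.49 ± 0.33 in Picker and −0.70 ± 0.27 in PR39B29 (SD, n = 3 each). Of these 3 ribosomal products, the second rpl2 probe not counted, 3 were tested in Picker, 1 in PR39B29, 2 in Fergus and 3 in Codisco, and none was called. The putative peroxidase P7X (MZ00026299) was at −1.48 ± 1.13 in Picker and 1.09 ± 1.89 in PR39B29 (SD, n = 3 each, difference −2.56, standard error 1.14, unadjusted p = 0.0414, adjusted p = 0.440), and it fell over the 4 varieties to −1.25 (standard error 0.40, adjusted p = 0.0203). Among metabolic products, the glucose starvation-induced protein MZ00037140 was lower on all 3 arrays of Picker, at −1.42 ± 0.33 (adjusted p = 0.0954), and was called in Fergus at −2.57 ± 0.63 (adjusted p = 0.0460).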

The lpr2 gene has been shown to be down regulated in soybean, where the arrest of protein synthesis represents a strategy that plants use to cope with stress to promote a quick adaptation in stressful environments (Ludwig & Tenhaken, 2001). Maize plants can even enter a stand-by mode to adapt and quickly recover after a mild-chilling stress (Riva-Roveda et al., 2016).

The analysis of the trascriptomes of Picker and PR39B29 has demonstrated that specific genes need to be induced, while others need to be repressed. However, the strategy used by both the cultivars required depletion of proteins and interruption of their synthesis.

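Of the 64 genes of Tables S5 and S6 together, 36 were measured on all 12 direct arrays and lay in the variance filter, and 33 of these were called over the 4 varieties, 20 higher and 13 lower (limma). All 33 had the sign printed in the tables, which were made from these arrays and are not independent of them. The root-specific protein RCc3 was higher on all 12 direct arrays, at a mean log2 ratio of 3.32 (standard error 0.43, adjusted p = 1.57e-04). The putative MtN21 protein was lower on 11 of the 12, at −2.08 (standard error 0.26, adjusted p = 1.43e-04). In the fit in title order with a dye term and no variance filter, chosen after seeing the data, 28 of 30 tested genes of the tables were called. The paper describes mostly induced genes in PR39B29 and mostly repressed ones in Picker, and concludes from the transcriptomes of these 2 varieties that some genes have to be induced and others repressed.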

Interestingly, four genes (MZ00003507, MZ00004486, MZ00022876 and MZ00041708) were differentially expressed in both Picker and PR39B29. These genes could be representative of a common response used by cold tolerant varieties to cope with low temperatures. The first of these four common genes encodes for the pathogenesis related protein 1 (PR-1). 

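PR-1 was at log2 ratios of −0.85, −5.87 and −14.30 on the 3 direct arrays of Picker (mean −7.01, standard error 2.12, adjusted p = 0.0954 from limma), so that its mean there rests largely on replicate 3. In PR39B29 it was at 0.81, −2.27 and −0.08 (mean −0.51, standard error 0.64, adjusted p = 0.619). In Fergus PR-1 fell to −4.16 ± 1.33 (SD, n = 3, adjusted p = 0.0345), and in Codisco it was at −2.10 ± 1.43 (SD, n = 3, adjusted p = 0.349). The difference between Picker and PR39B29 was −6.50 (standard error 2.34) and did not pass the adjusted threshold.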

PR-1 belongs to a group of PR-families that are induced in response to several abiotic stressful environmental stimuli, including wounding and low temperatures (Van Loon, Rep & Pieterse, 2006). The second shared gene encodes for a putative RNA binding protein (RBP). RBPs are known to be involved in the post-transcriptional regulation of RNAs, modulating gene expression during development and in the adaptation of plants in response to environmental stresses (Lorković, 2009). However, the expression of this gene is contrasting in the two cold tolerant genotypes: it is induced in Picker as opposed to the majory of the genes being down regulated, and it is repressed in Picker, where most of the genes are up regulated. This contradictory regulation makes its exact role in cold tolerance unclear. 

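The RNA binding protein gene MZ00003507 was at log2 ratios of −0.70, 0.16 and 0.11 on the direct arrays of Picker (mean −0.14, standard error 0.44, adjusted p = 0.830 from limma) and of −0.40, −0.71 and 0.09 on those of PR39B29 (mean −0.34, standard error 0.35, adjusted p = 0.548). On the direct arrays its response in neither variety exceeded the spread between arrays. The linking arrays, which set 2 varieties against each other, gave wider values, with a mean of −4.0 (n = 3) for PR39B29 cold over Codisco control, 4.88 (n = 3) for Fergus cold over Picker control and 0.59 (n = 3) for Picker cold over PR39B29 control. These means hold the difference between the varieties as well as that between the regimes.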

The other two genes (MZ000022876 and MZ00041708) encode for hypotethical proteins whose function is unknown and protein family analysis (http://pfam.xfam.org/) did not reveal a match for their protein sequences that could have helped understand their role in cold tolerance. These genes may represent novel cold induced transcripts in an already adapted maize breeding gene pool and should be the basis for more extensive research on transcripts involved in root tissue cold tolerance.

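MZ00022876 was at a log2 ratio of 3.09 ± 1.00 in Picker, 1.73 ± 0.41 in PR39B29, 1.92 ± 1.12 in Fergus and 3.22 ± 1.61 in Codisco (SD, n = 3 each, adjusted p = 0.0683, 0.121, 0.0984 and 0.349 from limma). MZ00041708 was at 3.15 ± 1.37 in Picker, 1.49 ± 1.16 in PR39B29, 4.33 ± 1.56 in Fergus and 4.26 ± 2.35 in Codisco (SD, n = 3 each, adjusted p = 0.0708, 0.150, 0.0345 and 0.349). The difference between Picker and PR39B29 was 1.36 (standard error 0.88, adjusted p = 0.493) for MZ00022876 and 1.66 (standard error 1.18, adjusted p = 0.513) for MZ00041708. In the fit of all 24 arrays by the dye labels the mean of the 4 varieties was 0.29 for MZ00022876 and 0.40 for MZ00041708, and neither was called (adjusted p = 0.999 each). If title order holds, a response that direct and linking arrays share cancels in that fit. The fit in title order with a dye term and no variance filter, chosen after seeing the data, gave 2.20 and 2.91 (adjusted p = 5.63e-05 and 5.08e-05 from limma).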

As RPB showed opposite levels of expression between Picker and PR39B29, we have hypothisised that gene regulation might not be maintained over time. The different gene expression profiles between the cold tolerant varieties could not be reflecting two strategies for cold acclimation, but two different stages of a unique strategy. After all, the suspension of the synthetic apparatus previously described in soybean and the growth arrest seen in maize are only transient. Microarray is a useful high troughput screening, but it only captures a photograph of the transcriptome in a specific physiological instant, which is represented by the time point selected. In order to understand whether the difference in gene expression was maintained over time we have investigated the fold change of the four shared genes across five time points. The transcriptomic pattern of these genes showed that the expression was not maintained over time, but it fluctuated. Interestingly, the expression of RBP in PR39B29 went up, while for Picker went down. Even after this analysis the role of RBP remains to be established. As for the other genes, they showed a similar expression pattern between the varieties, suggesting a less variable way to respond to cold stress.

##  Supplemental Information

10.7717/peerj.2839/supp-1 Table S1 Maize varieties included in this study Maize varieties differed in the type of kernel and maturity group. Some varieties were included in the Irish Recommended List 2008 for showing high performance under Irish climate conditions. (*varieties included in the Irish Recommended List 2008 suitable for growing in the open/without plastic; **varieties included in the Irish Recommended List 2008 suitable for growing covered/with plastic; varieties marked in bold were included in the microarray study). Germination rates under control and cold conditions are listed, including standard deviations (in brackets).

10.7717/peerj.2839/supp-2 Table S2 Original data and tables of data generated by the Statistical Analysis Software (SAS)

10.7717/peerj.2839/supp-3 Table S3 Housekeeping gene information: Name of gene, accession number and bibliographic reference

10.7717/peerj.2839/supp-4 Table S4 Primers used for qRT-PCR Sequences of housekeeping genes and differential expressed candidate genes.

10.7717/peerj.2839/supp-5 Table S5 Differential expressed genes in cultivar PR39B29

10.7717/peerj.2839/supp-6 Table S6 Differential expressed genes in cultivar Picker

10.7717/peerj.2839/supp-7 Figure S7 Venn diagram of the number of differentially expressed and shared genes amongst maize varieties PR39B29 and Picker

## Additional Information and Declarations

### Microarray Data Deposition

The following information was supplied regarding the deposition of microarray data: GEO: GSE72508.

### Data Availability

The following information was supplied regarding data availability: All gene expression data was deposited at GEO. The raw data has been supplied as Supplementary Files with this manuscript.

# Supplementary material for: Transcriptomic response of maize primary roots to low temperatures at seedling emergence
**Source:** PeerJ. 2017 Jan 5;5:e2839. doi: 10.7717/peerj.2839
**Supplement:** Table S1 — Maize varieties differed in the type of kernel and maturity group. Some varieties were included in the Irish Recommended List 2008 for showing high performance under Irish climate conditions. (*varieties included in the Irish Recommended List 2008 suitable for growing in the open/without plastic; **varieties included in the Irish Recommended List 2008 suitable for growing covered/with plastic; varieties marked in bold were included in the microarray study). Germination rates under control and cold conditions are listed, including standard deviations (in brackets).

Supplemental Materials Table 1. Maize varieties included in this study. Maize varieties differed in the type of kernel and maturity group. Some varieties were included in the Irish Recommended List 2008 for showing high performance under Irish climate conditions. (*varieties included in the Irish Recommended List 2008 suitable for growing in the open/without plastic; **varieties included in the Irish Recommended List 2008 suitable for growing covered/with plastic; varieties marked in bold were included in the microarray study). Germination rates under control and cold conditions are listed, including standard deviations (in brackets).

| **Variety** | **Maturity group** | **Kernel type** | **Breeding Company** | **germination rate control conditions***** | **germination rate cold conditions***** |
| --- | --- | --- | --- | --- | --- |
| **Picker** | Very early | Flint-Dent | Caussade | 0.99 (0.025) | 0.92 (0.071) |
| **PR39B29** | Very early | Flint | Pioneer | 0.78 (0.136) | 0.56 (0.257) |
| Huski | Very early | Flint-Dent | Caussade | 0.92 (0.107) | 0.81 (0.105) |
| Codifar | Early | Flint-Dent | Codisem | 0.98 (0.029) | 0.88 (0.103) |
| Justina** | Early | Flint-Dent | Pioneer | 0.85 (0.109) | 0.21 (0.051) |
| PR39D60** | Early | Flint | Pioneer | 0.78 (0.136) | 0.58 (0.077) |
| Lakti | Early | Flint-Dent | Caussade | 0.98 (0.025) | 0.67 (0.244) |
| **Fergus*** | Early | Dent | Caussade | 0.99 (0.013) | 0.43 (0.278) |
| **Codisco** | Mid-early | Flint-Dent | Codisem | 0.94 (0.034) | 0.56 (0.155) |
| Crazi | Mid-early | Flint-Dent | Caussade | 0.86 (0.131) | 0.83 (0.111) |
| Clariti | Mid-early | Flint-Dent | Caussade | 0.96 (0.027) | 0.76 (0.034) |
| Algans* | Mid-early | Flint-Dent | Caussade | 0.87 (0.002) | 0.38 (0.038) |

*** standard deviation in brackets

# Supplementary material for: Transcriptomic response of maize primary roots to low temperatures at seedling emergence
**Source:** PeerJ. 2017 Jan 5;5:e2839. doi: 10.7717/peerj.2839

Supplemental Tables 2: Original data and tables of data generated by the Statistical Analysis Software (SAS).

Original data used for calculations:

| *Model Information* | |
| --- | --- |
| *Data Set* | WORK.COLD |
| *Dependent Variable* | logroot |
| *Covariance Structure* | Unstructured |
| *Subject Effect* | REP*NAME*TREAT*EXP |
| *Estimation Method* | REML |
| *Residual Variance Method* | None |
| *Fixed Effects SE Method* | Model-Based |
| *Degrees of Freedom Method* | Between-Within |

| *Class Level Information* | | |
| --- | --- | --- |
| *Class* | *Levels* | *Values* |
| *REP* | 2 | 1 2 |
| *NAME* | 12 | ALGANS CLARITI CODIFAR CODISCO CRAZI FERGUS HUSKI JUSTINA LAKTI P329D60 PICKER PR29B29 |
| *TREAT* | 2 | cold control |
| *EXP* | 3 | 1 2 3 |
| *TIME* | 8 | 1 2 3 4 5 6 7 8 |

| *Dimensions* | |
| --- | --- |
| *Covariance Parameters* | 36 |
| *Columns in X* | 354 |
| *Columns in Z* | 0 |
| *Subjects* | 144 |
| *Max Obs Per Subject* | 8 |

| *Number of Observations* | |
| --- | --- |
| *Number of Observations Read* | 1152 |
| *Number of Observations Used* | 1152 |
| *Number of Observations Not Used* | 0 |

| *Iteration History* | | | |
| --- | --- | --- | --- |
| *Iteration* | *Evaluations* | *-2 Res Log Like* | *Criterion* |
| *0* | 1 | 907.44444779 |  |
| *1* | 2 | -1019.48058925 | 0.00000366 |
| *2* | 1 | -1019.48573183 | 0.00000000 |

| Convergence criteria met. |
| --- |

| *Estimated R Correlation Matrix for REP*NAME*TREAT*EXP 1 ALGANS cold 1* | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Row* | *Col1* | *Col2* | *Col3* | *Col4* | *Col5* | *Col6* | *Col7* | *Col8* |
| *1* | 1.0000 | 0.7398 | 0.5485 | 0.4579 | 0.3828 | 0.3041 | 0.2389 | 0.1973 |
| *2* | 0.7398 | 1.0000 | 0.8807 | 0.7326 | 0.6022 | 0.5117 | 0.4194 | 0.3593 |
| *3* | 0.5485 | 0.8807 | 1.0000 | 0.8680 | 0.7586 | 0.6555 | 0.5533 | 0.4871 |
| *4* | 0.4579 | 0.7326 | 0.8680 | 1.0000 | 0.9472 | 0.8660 | 0.7813 | 0.7214 |
| *5* | 0.3828 | 0.6022 | 0.7586 | 0.9472 | 1.0000 | 0.9593 | 0.8854 | 0.8248 |
| *6* | 0.3041 | 0.5117 | 0.6555 | 0.8660 | 0.9593 | 1.0000 | 0.9687 | 0.9243 |
| *7* | 0.2389 | 0.4194 | 0.5533 | 0.7813 | 0.8854 | 0.9687 | 1.0000 | 0.9807 |
| *8* | 0.1973 | 0.3593 | 0.4871 | 0.7214 | 0.8248 | 0.9243 | 0.9807 | 1.0000 |

| *Covariance Parameter Estimates* | | |
| --- | --- | --- |
| *Cov Parm* | *Subject* | *Estimate* |
| *UN(1,1)* | REP*NAME*TREAT*EXP | 0.09942 |
| *UN(2,1)* | REP*NAME*TREAT*EXP | 0.08012 |
| *UN(2,2)* | REP*NAME*TREAT*EXP | 0.1180 |
| *UN(3,1)* | REP*NAME*TREAT*EXP | 0.06093 |
| *UN(3,2)* | REP*NAME*TREAT*EXP | 0.1066 |
| *UN(3,3)* | REP*NAME*TREAT*EXP | 0.1241 |
| *UN(4,1)* | REP*NAME*TREAT*EXP | 0.04748 |
| *UN(4,2)* | REP*NAME*TREAT*EXP | 0.08274 |
| *UN(4,3)* | REP*NAME*TREAT*EXP | 0.1006 |
| *UN(4,4)* | REP*NAME*TREAT*EXP | 0.1081 |
| *UN(5,1)* | REP*NAME*TREAT*EXP | 0.03750 |
| *UN(5,2)* | REP*NAME*TREAT*EXP | 0.06428 |
| *UN(5,3)* | REP*NAME*TREAT*EXP | 0.08305 |
| *UN(5,4)* | REP*NAME*TREAT*EXP | 0.09679 |
| *UN(5,5)* | REP*NAME*TREAT*EXP | 0.09656 |
| *UN(6,1)* | REP*NAME*TREAT*EXP | 0.02993 |
| *UN(6,2)* | REP*NAME*TREAT*EXP | 0.05487 |
| *UN(6,3)* | REP*NAME*TREAT*EXP | 0.07210 |
| *UN(6,4)* | REP*NAME*TREAT*EXP | 0.08890 |
| *UN(6,5)* | REP*NAME*TREAT*EXP | 0.09306 |
| *UN(6,6)* | REP*NAME*TREAT*EXP | 0.09747 |
| *UN(7,1)* | REP*NAME*TREAT*EXP | 0.02379 |
| *UN(7,2)* | REP*NAME*TREAT*EXP | 0.04549 |
| *UN(7,3)* | REP*NAME*TREAT*EXP | 0.06156 |
| *UN(7,4)* | REP*NAME*TREAT*EXP | 0.08112 |
| *UN(7,5)* | REP*NAME*TREAT*EXP | 0.08688 |
| *UN(7,6)* | REP*NAME*TREAT*EXP | 0.09550 |
| *UN(7,7)* | REP*NAME*TREAT*EXP | 0.09973 |
| *UN(8,1)* | REP*NAME*TREAT*EXP | 0.02013 |
| *UN(8,2)* | REP*NAME*TREAT*EXP | 0.03993 |
| *UN(8,3)* | REP*NAME*TREAT*EXP | 0.05552 |
| *UN(8,4)* | REP*NAME*TREAT*EXP | 0.07674 |
| *UN(8,5)* | REP*NAME*TREAT*EXP | 0.08293 |
| *UN(8,6)* | REP*NAME*TREAT*EXP | 0.09336 |
| *UN(8,7)* | REP*NAME*TREAT*EXP | 0.1002 |
| *UN(8,8)* | REP*NAME*TREAT*EXP | 0.1047 |

| *Fit Statistics* | |
| --- | --- |
| *-2 Res Log Likelihood* | -1019.5 |
| *AIC (smaller is better)* | -947.5 |
| *AICC (smaller is better)* | -944.6 |
| *BIC (smaller is better)* | -840.6 |

| *Null Model Likelihood Ratio Test* | | |
| --- | --- | --- |
| *DF* | *Chi-Square* | *Pr > ChiSq* |
| 35 | 1926.93 | <.0001 |

| *Type 3 Tests of Fixed Effects* | | | | |
| --- | --- | --- | --- | --- |
| *Effect* | *Num DF* | *Den DF* | *F Value* | *Pr > F* |
| *EXP* | 2 | 118 | 17.38 | <.0001 |
| *NAME* | 11 | 118 | 10.91 | <.0001 |
| *TREAT* | 1 | 118 | 585.40 | <.0001 |
| *NAME*TREAT* | 11 | 118 | 4.44 | <.0001 |
| *TIME* | 7 | 118 | 688.76 | <.0001 |
| *NAME*TIME* | 77 | 118 | 3.62 | <.0001 |
| *TREAT*TIME* | 7 | 118 | 87.55 | <.0001 |
| *NAME*TREAT*TIME* | 77 | 118 | 2.60 | <.0001 |

| *Model Information* | |
| --- | --- |
| *Data Set* | WORK.COLD |
| *Dependent Variable* | logshoot |
| *Covariance Structure* | Unstructured |
| *Subject Effect* | REP*NAME*TREAT*EXP |
| *Estimation Method* | REML |
| *Residual Variance Method* | None |
| *Fixed Effects SE Method* | Model-Based |
| *Degrees of Freedom Method* | Between-Within |

| *Class Level Information* | | |
| --- | --- | --- |
| *Class* | *Levels* | *Values* |
| *REP* | 2 | 1 2 |
| *NAME* | 12 | ALGANS CLARITI CODIFAR CODISCO CRAZI FERGUS HUSKI JUSTINA LAKTI P329D60 PICKER PR29B29 |
| *TREAT* | 2 | cold control |
| *EXP* | 3 | 1 2 3 |
| *TIME* | 8 | 1 2 3 4 5 6 7 8 |

| *Dimensions* | |
| --- | --- |
| *Covariance Parameters* | 36 |
| *Columns in X* | 354 |
| *Columns in Z* | 0 |
| *Subjects* | 144 |
| *Max Obs Per Subject* | 8 |

| *Number of Observations* | |
| --- | --- |
| *Number of Observations Read* | 1152 |
| *Number of Observations Used* | 1152 |
| *Number of Observations Not Used* | 0 |

| *Iteration History* | | | |
| --- | --- | --- | --- |
| *Iteration* | *Evaluations* | *-2 Res Log Like* | *Criterion* |
| *0* | 1 | 590.09044887 |  |
| *1* | 2 | -661.25426832 | 0.00026940 |
| *2* | 1 | -661.60673864 | 0.00000510 |
| *3* | 1 | -661.61300458 | 0.00000000 |

| Convergence criteria met. |
| --- |

| *Estimated R Correlation Matrix for REP*NAME*TREAT*EXP 1 ALGANS cold 1* | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Row* | *Col1* | *Col2* | *Col3* | *Col4* | *Col5* | *Col6* | *Col7* | *Col8* |
| *1* | 1.0000 | 0.3693 | 0.3308 | 0.1593 | 0.1027 | 0.09491 | 0.1390 | 0.05840 |
| *2* | 0.3693 | 1.0000 | 0.7658 | 0.6194 | 0.4914 | 0.4406 | 0.3790 | 0.3628 |
| *3* | 0.3308 | 0.7658 | 1.0000 | 0.8095 | 0.6710 | 0.6023 | 0.5836 | 0.5011 |
| *4* | 0.1593 | 0.6194 | 0.8095 | 1.0000 | 0.8538 | 0.7898 | 0.7102 | 0.6393 |
| *5* | 0.1027 | 0.4914 | 0.6710 | 0.8538 | 1.0000 | 0.9283 | 0.8616 | 0.7533 |
| *6* | 0.09491 | 0.4406 | 0.6023 | 0.7898 | 0.9283 | 1.0000 | 0.9537 | 0.8722 |
| *7* | 0.1390 | 0.3790 | 0.5836 | 0.7102 | 0.8616 | 0.9537 | 1.0000 | 0.9126 |
| *8* | 0.05840 | 0.3628 | 0.5011 | 0.6393 | 0.7533 | 0.8722 | 0.9126 | 1.0000 |

| *Covariance Parameter Estimates* | | |
| --- | --- | --- |
| *Cov Parm* | *Subject* | *Estimate* |
| *UN(1,1)* | REP*NAME*TREAT*EXP | 0.02368 |
| *UN(2,1)* | REP*NAME*TREAT*EXP | 0.01373 |
| *UN(2,2)* | REP*NAME*TREAT*EXP | 0.05840 |
| *UN(3,1)* | REP*NAME*TREAT*EXP | 0.01562 |
| *UN(3,2)* | REP*NAME*TREAT*EXP | 0.05678 |
| *UN(3,3)* | REP*NAME*TREAT*EXP | 0.09412 |
| *UN(4,1)* | REP*NAME*TREAT*EXP | 0.007566 |
| *UN(4,2)* | REP*NAME*TREAT*EXP | 0.04620 |
| *UN(4,3)* | REP*NAME*TREAT*EXP | 0.07665 |
| *UN(4,4)* | REP*NAME*TREAT*EXP | 0.09526 |
| *UN(5,1)* | REP*NAME*TREAT*EXP | 0.004374 |
| *UN(5,2)* | REP*NAME*TREAT*EXP | 0.03286 |
| *UN(5,3)* | REP*NAME*TREAT*EXP | 0.05697 |
| *UN(5,4)* | REP*NAME*TREAT*EXP | 0.07292 |
| *UN(5,5)* | REP*NAME*TREAT*EXP | 0.07657 |
| *UN(6,1)* | REP*NAME*TREAT*EXP | 0.004164 |
| *UN(6,2)* | REP*NAME*TREAT*EXP | 0.03036 |
| *UN(6,3)* | REP*NAME*TREAT*EXP | 0.05268 |
| *UN(6,4)* | REP*NAME*TREAT*EXP | 0.06950 |
| *UN(6,5)* | REP*NAME*TREAT*EXP | 0.07324 |
| *UN(6,6)* | REP*NAME*TREAT*EXP | 0.08129 |
| *UN(7,1)* | REP*NAME*TREAT*EXP | 0.006400 |
| *UN(7,2)* | REP*NAME*TREAT*EXP | 0.02741 |
| *UN(7,3)* | REP*NAME*TREAT*EXP | 0.05359 |
| *UN(7,4)* | REP*NAME*TREAT*EXP | 0.06561 |
| *UN(7,5)* | REP*NAME*TREAT*EXP | 0.07136 |
| *UN(7,6)* | REP*NAME*TREAT*EXP | 0.08138 |
| *UN(7,7)* | REP*NAME*TREAT*EXP | 0.08958 |
| *UN(8,1)* | REP*NAME*TREAT*EXP | 0.002781 |
| *UN(8,2)* | REP*NAME*TREAT*EXP | 0.02713 |
| *UN(8,3)* | REP*NAME*TREAT*EXP | 0.04758 |
| *UN(8,4)* | REP*NAME*TREAT*EXP | 0.06107 |
| *UN(8,5)* | REP*NAME*TREAT*EXP | 0.06451 |
| *UN(8,6)* | REP*NAME*TREAT*EXP | 0.07697 |
| *UN(8,7)* | REP*NAME*TREAT*EXP | 0.08454 |
| *UN(8,8)* | REP*NAME*TREAT*EXP | 0.09579 |

| *Fit Statistics* | |
| --- | --- |
| *-2 Res Log Likelihood* | -661.6 |
| *AIC (smaller is better)* | -589.6 |
| *AICC (smaller is better)* | -586.7 |
| *BIC (smaller is better)* | -482.7 |

| *Null Model Likelihood Ratio Test* | | |
| --- | --- | --- |
| *DF* | *Chi-Square* | *Pr > ChiSq* |
| 35 | 1251.70 | <.0001 |

| *Type 3 Tests of Fixed Effects* | | | | |
| --- | --- | --- | --- | --- |
| *Effect* | *Num DF* | *Den DF* | *F Value* | *Pr > F* |
| *EXP* | 2 | 118 | 3.24 | 0.0426 |
| *NAME* | 11 | 118 | 5.52 | <.0001 |
| *TREAT* | 1 | 118 | 446.64 | <.0001 |
| *NAME*TREAT* | 11 | 118 | 4.76 | <.0001 |
| *TIME* | 7 | 118 | 491.43 | <.0001 |
| *NAME*TIME* | 77 | 118 | 3.07 | <.0001 |
| *TREAT*TIME* | 7 | 118 | 88.93 | <.0001 |
| *NAME*TREAT*TIME* | 77 | 118 | 2.83 | <.0001 |

| *Model Information* | |
| --- | --- |
| *Data Set* | WORK.COMBINE |
| *Dependent Variable* | ratio |
| *Covariance Structure* | Diagonal |
| *Estimation Method* | REML |
| *Residual Variance Method* | Profile |
| *Fixed Effects SE Method* | Model-Based |
| *Degrees of Freedom Method* | Residual |

| *Class Level Information* | | |
| --- | --- | --- |
| *Class* | *Levels* | *Values* |
| *EXP* | 3 | 1 2 3 |
| *NAME* | 12 | ALGANS CLARITI CODIFAR CODISCO CRAZI FERGUS HUSKI JUSTINA LAKTI P329D60 PICKER PR29B29 |

| *Dimensions* | |
| --- | --- |
| *Covariance Parameters* | 1 |
| *Columns in X* | 16 |
| *Columns in Z* | 0 |
| *Subjects* | 1 |
| *Max Obs Per Subject* | 36 |

| *Number of Observations* | |
| --- | --- |
| *Number of Observations Read* | 36 |
| *Number of Observations Used* | 36 |
| *Number of Observations Not Used* | 0 |

| *Covariance Parameter Estimates* | |
| --- | --- |
| *Cov Parm* | *Estimate* |
| *Residual* | 0.003105 |

| *Fit Statistics* | |
| --- | --- |
| *-2 Res Log Likelihood* | -47.6 |
| *AIC (smaller is better)* | -45.6 |
| *AICC (smaller is better)* | -45.4 |
| *BIC (smaller is better)* | -44.5 |

| *Type 3 Tests of Fixed Effects* | | | | |
| --- | --- | --- | --- | --- |
| *Effect* | *Num DF* | *Den DF* | *F Value* | *Pr > F* |
| *EXP* | 2 | 22 | 61.61 | <.0001 |
| *NAME* | 11 | 22 | 6.33 | 0.0001 |

| *Least Squares Means* | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| *Effect* | *NAME* | *Estimate* | *Standard Error* | *DF* | *t Value* | *Pr > \|t\|* |
| *NAME* | ALGANS | 0.1079 | 0.03217 | 22 | 3.35 | 0.0029 |
| *NAME* | CLARITI | 0.2112 | 0.03217 | 22 | 6.56 | <.0001 |
| *NAME* | CODIFAR | 0.3189 | 0.03217 | 22 | 9.91 | <.0001 |
| *NAME* | CODISCO | 0.1533 | 0.03217 | 22 | 4.77 | <.0001 |
| *NAME* | CRAZI | 0.2717 | 0.03217 | 22 | 8.44 | <.0001 |
| *NAME* | FERGUS | 0.1322 | 0.03217 | 22 | 4.11 | 0.0005 |
| *NAME* | HUSKI | 0.2425 | 0.03217 | 22 | 7.54 | <.0001 |
| *NAME* | JUSTINA | 0.09462 | 0.03217 | 22 | 2.94 | 0.0076 |
| *NAME* | LAKTI | 0.3050 | 0.03217 | 22 | 9.48 | <.0001 |
| *NAME* | P329D60 | 0.2119 | 0.03217 | 22 | 6.59 | <.0001 |
| *NAME* | PICKER | 0.2975 | 0.03217 | 22 | 9.25 | <.0001 |
| *NAME* | PR29B29 | 0.2932 | 0.03217 | 22 | 9.11 | <.0001 |

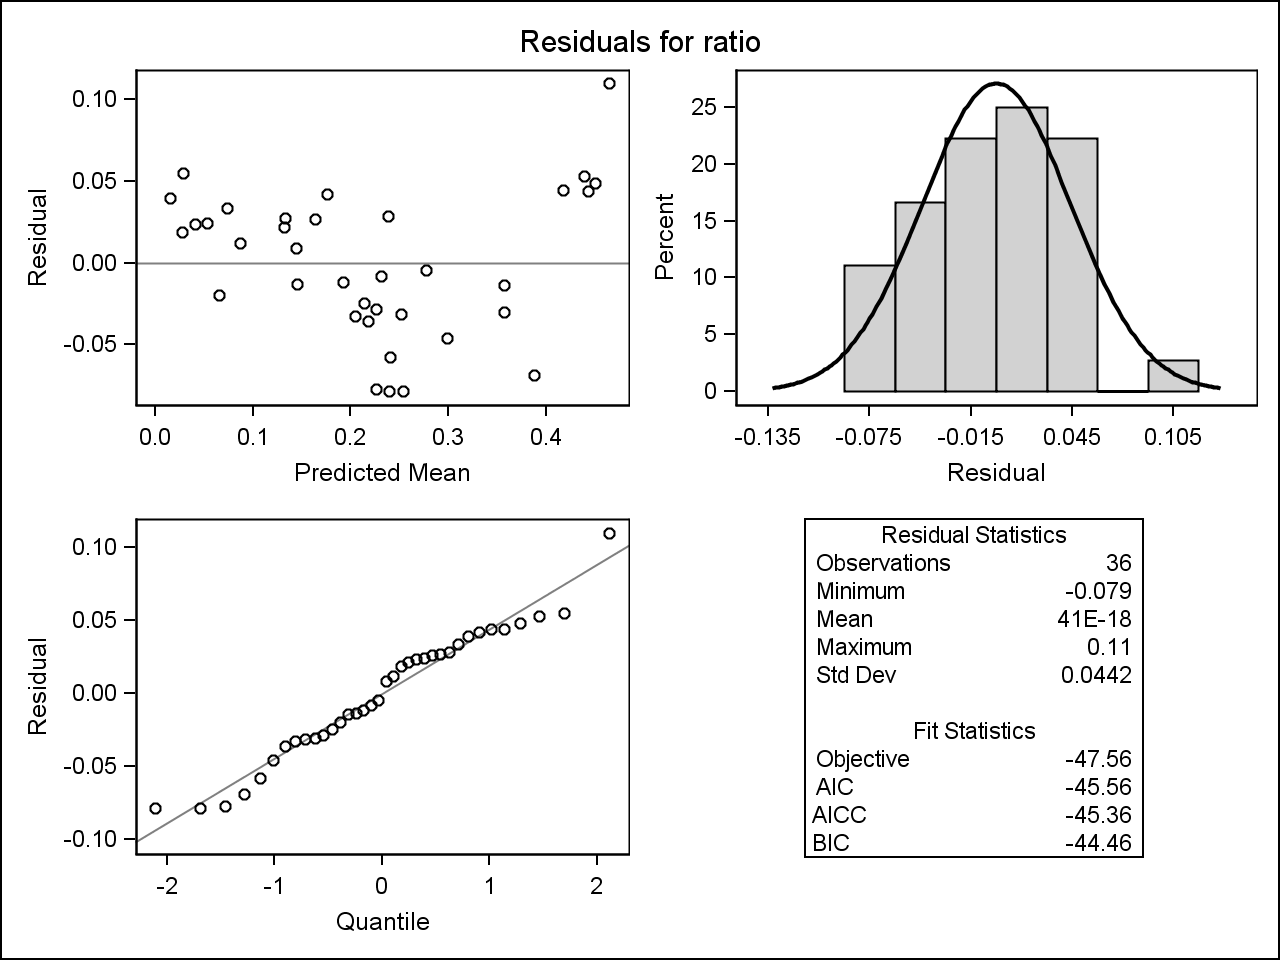

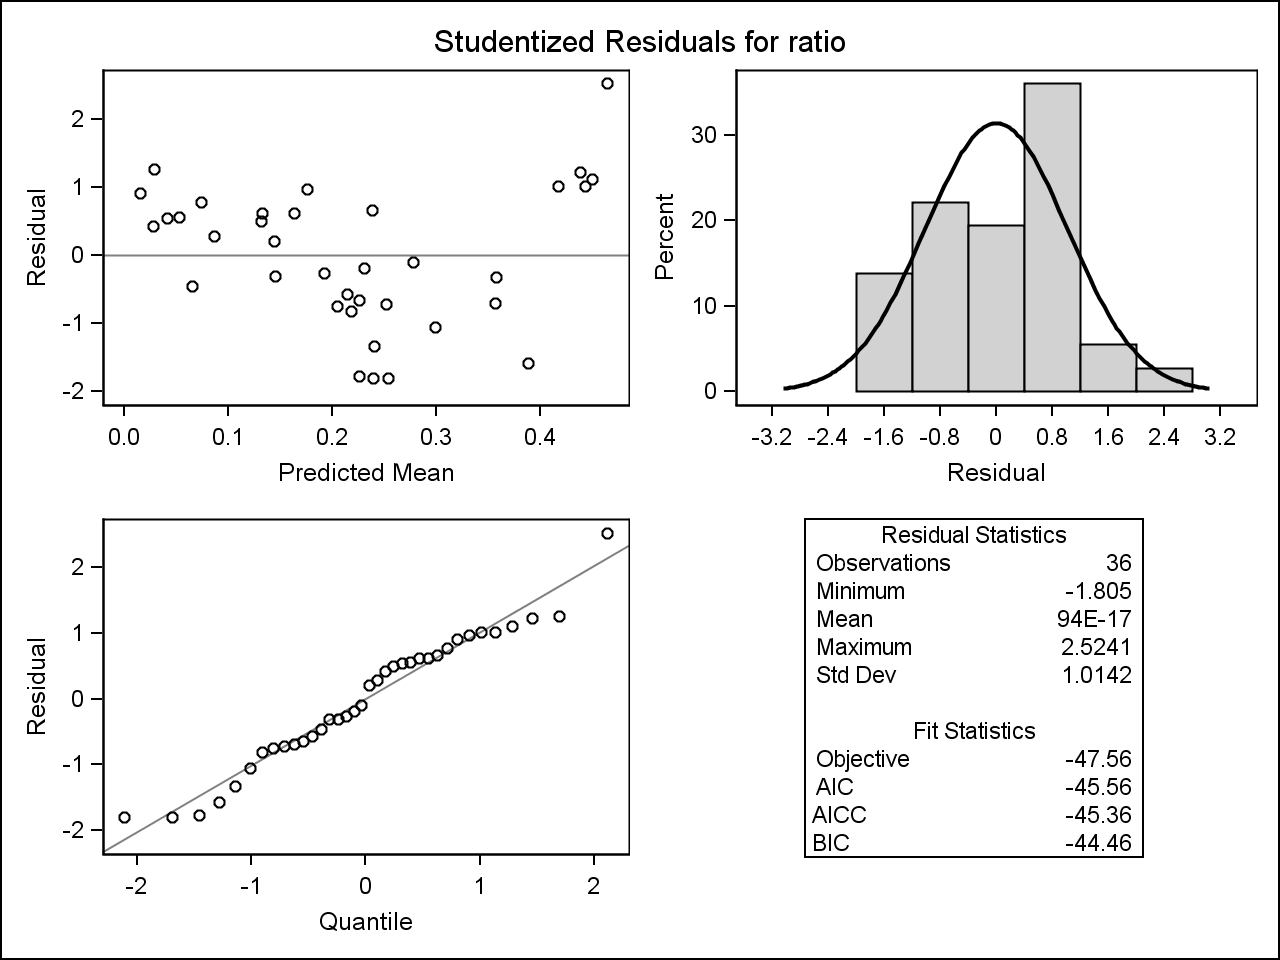

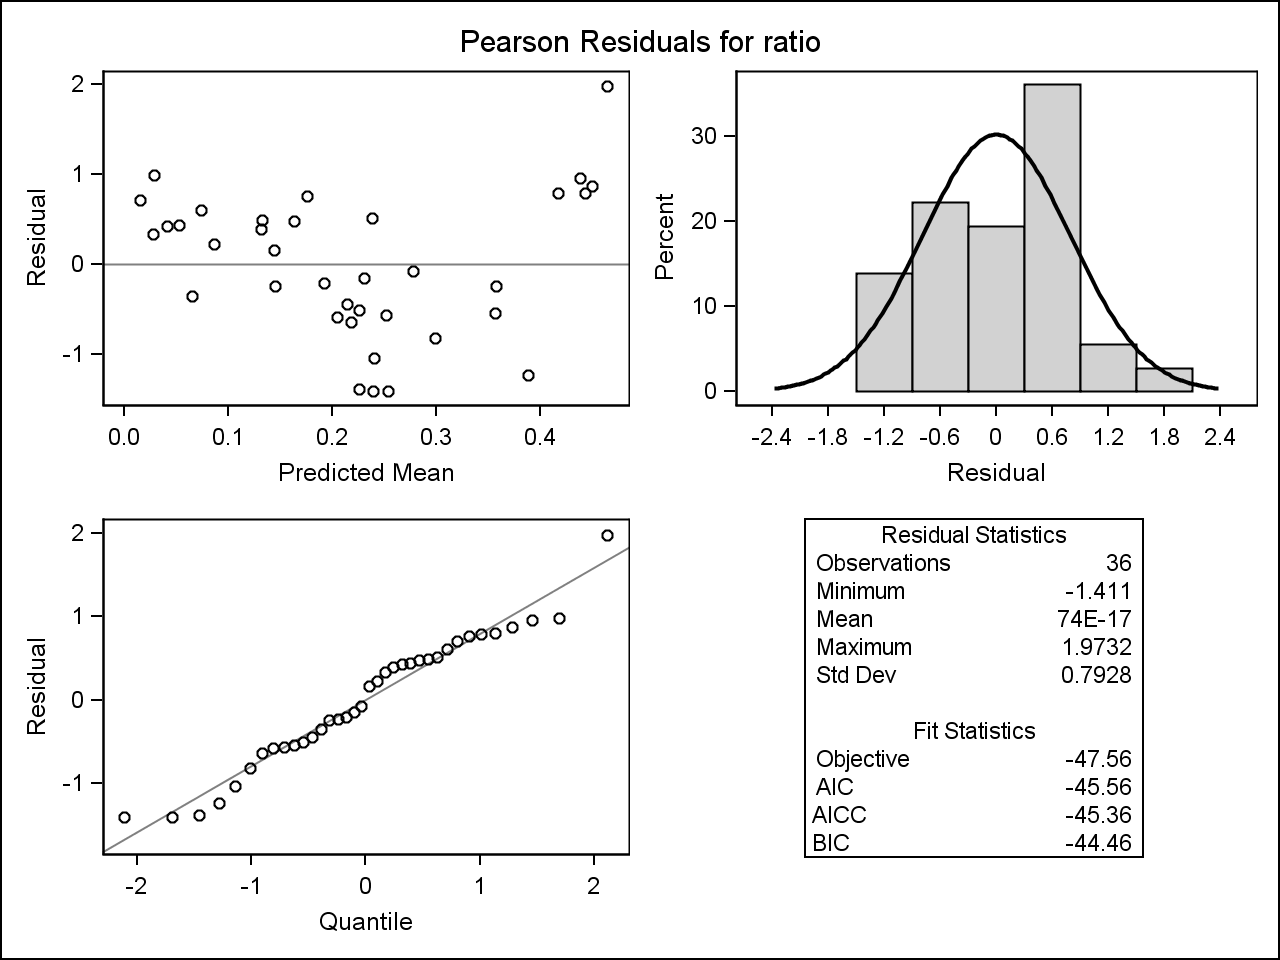

**Supplement:** Table S2

# Supplementary material for: Transcriptomic response of maize primary roots to low temperatures at seedling emergence
**Source:** PeerJ. 2017 Jan 5;5:e2839. doi: 10.7717/peerj.2839
**Supplement:** Table S3

**Supplemental Materials Table 3.** Housekeeping gene information: Name of gene, accession number and bibliographic reference.

| **Name** | **Accession No.** | **References** |
| --- | --- | --- |
| Actin | AY104722 | Nguyen, H. T., Leipner, J., Stamp, P. & Guerra-Peraza, O. Low temperature stress in maize (*Zea Mays* L.) induces genes involved in photosynthesis and signal transduction as studied by suppression subtractive hybridization. *Plant Physiol. Biochem.* **47,** 116-122 (2009) |
| Adh1 | X04050 | Hernandez, M., Duplan, M. N., Berthier, G., Vaitilingom, M., Hauser, W., Freyer, R., Pla, M. & Bertheau, Y. Development and comparison of four Real-Time Polymerase Chain Reaction Systems for specific detection and quantification of *Zea mays* L. *J. Agric. Food Chem.* **52,** 4632-4637 (2004) |
| Ef1-α | CV071927 | Brunner, A. M., Yakovlev, I. A. & Strauss, S. H. Validating internal controls for quantitative plant gene expression studies. *BMC Plant Biology* **8,** 4:14 (2004) |
| Tua5 | EB822881 | Santi, S., Locci, G., Monte, R., Pinton, R. & Varanini, Z. Induction of nitrate uptake in maize roots: expression of a putative high-affinity nitrate transporter and plasma membrane H^+^-ATPase isoforms. *J. Exp. Bot.* **54,** 1851-1864 (2003) |

# Supplementary material for: Transcriptomic response of maize primary roots to low temperatures at seedling emergence
**Source:** PeerJ. 2017 Jan 5;5:e2839. doi: 10.7717/peerj.2839
**Supplement:** Table S4 — Sequences of housekeeping genes and differential expressed candidate genes.

Supplemental Materials Table 4: Primers used for qRT-PCR. Sequences of housekeeping genes and differential expressed candidate genes.

| **Name** | **Forward sequence** | **Reverse sequence** |
| --- | --- | --- |
| Actin | TCTGCTGAACGCGAAATTGT | ACAGATGAGCTGCTCTTGGCA |
| GAPDH | ACTGTTCATGCCATCACTGC | GAGGACAGGAAGCACTTTGC |
| ZmUBI | GGTGGTATGCAGATCTTT | GTAGTCTGCTAGGGTGCG |
| Adh1 | CGTCGTTTCCCATCTCTTCCTCC | CCACTCCGAGACCCTCAGTC |
| Hmgp | TTGGACTAGAAATCTCGTGCTGA | GCTACATAGGGAGCCTTGTCCT |
| Invr1 | CGCTCTGTACAAGCGTGC | GCAAAGTGTTGTGCTTGGACC |
| Zein | GCCATTGGGTACCATGAACC | AGGCCAACAGTTGCTGCAG |
| Cyclophilin | TGTGAACCGATTTAGGCACA | CGCTGTCGTCAACTTATCCA |
| Ef1-α | GGCTGGCACTATCAGAGAGG | CACGACGTACTTTGCTCTCG |
| γ-tubulin | ACATCATTCAAGGGGAGGTG | CTTGCAGGTGCCCAGTCTAT |
| Thioredoxin | ACCCCGACATTCTTCTTCCT | CGGCTGCTAGCACTTTCTTC |
| Tua5 | GTCGACCTTGAACCCACTGT | GTTAGCTGCGTCTTCCTTGC |
| MZ00003507 | TTCGGATCCTGTCTTCCATC | ACTCCACGAAAGCATCAAGG |
| MZ00004486 | GAGCAACGTGATTGGACAGA | GCATATGCGGGGAGAACATA |
| MZ00022876 | GGAAGGTGTGTTCTGCGTTT | TATGAAGCTGACTGGCGTTG |
| MZ00041708 | TTGCTGCTCTTCACCTTCCT | ACAACAATGGCTTCCCTGAA |
| MZ00023411 | GCACCACGAGAAGAAGAAGG | CACAAGCAAGCAGCTACCAA |
| MZ00026737 | AGAAGGCCATGGTCAAGATG | GCTTGCAGGTCATGAACAAA |
| MZ00029223 | CGAAGATCAAGGACGAGGAG | ACGACTGCTCTGCAACAGAA |
| MZ00026029 | GCTACATCAACAGCCCCAAC | TACACGACAACACGACACGA |
| MZ00037140 | AAGTAAGGCCACGCGTTTTA | CCTGGACTACGAGACGGTGT |

# Supplementary material for: Transcriptomic response of maize primary roots to low temperatures at seedling emergence
**Source:** PeerJ. 2017 Jan 5;5:e2839. doi: 10.7717/peerj.2839
**Supplement:** Table S5

**Supplemental Materials Table 5. Differential expressed genes in cultivar PR39B29**

| \| **ID** \| **Name** \| **BH** \| **meanM** \| **meanA** \| **Gene product** \| \| --- \| --- \| --- \| --- \| --- \| --- \| \| MZ00001648 \| AW566370 \| 0.016133335 \| 2.75183151 \| 7.988158308 \| NA \| \| MZ00003507 \| BE130044 \| 0.013891921 \| -2.785514086 \| 10.80585389 \| NA \| \| MZ00004486 \| TC253575 \| 0.049682283 \| -2.422917241 \| 9.353119581 \| pathogenesis related protein-1 - maize {*Zea mays*;} ^\|^GB\|AAC25629.1\|3290004\|ZMU82200 pathogenesis related protein-1 {*Zea mays*;} \| \| MZ00004711 \| BM080031 \| 0.019278631 \| -2.713831389 \| 9.7088997 \| putative peroxidase {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAA96643.1\|8468043\|AP002482 unnamed protein product; Similar to Arabidopsis thaliana peroxidase ATP19a (X98805) {*Oryza sativa* (japonica cul-TRUNCATED- \| \| MZ00013139 \| AZM4_69070 \| 0.022134955 \| -2.682380809 \| 8.609035993 \| contains ESTs AU064445(E30981),AU033124(S3631) similar to *Arabidopsis thaliana* chromosome 5, At5g44680 unknown protein {*Oryza sativa* (*japonica* cultivar-group);} \| \| MZ00013532 \| TC255153 \| 0.002543002 \| 3.170330016 \| 11.7699957 \| Phosphoenolpyruvate carboxykinase [ATP] (EC 4.1.1.49) (PEPcarboxykinase) (Phosphoenolpyruvate carboxylase) (PEPCK). {*Zea mays*;} ^\|^GB\|BAA36483.1\|5672673\|AB018744 phosphoenolpyruvate carboxykinase {*Zea mays*;}-TRUNCATED- \| \| MZ00014008 \| TC260104 \| 0.012623595 \| -2.811178625 \| 10.00082487 \| Farnesyl pyrophosphate synthetase (FPP synthetase) (FPS) (Farnesyldiphosphate synthetase) [Includes: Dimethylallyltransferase(EC 2.5.1.1); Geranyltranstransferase (EC 2.5.1.10)]. {*Zea mays*;} ^\|^PIR\|T03291\|T0-TRUNCATED- \| \| MZ00014434 \| TC260325 \| 0.000129937 \| 3.751106577 \| 10.05396971 \| hypothetical protein At2g38110 [imported] - *Arabidopsis thaliana* {*Arabidopsis thaliana*;} ^\|^GB\|AAM47976.1\|21387145\|AY114657 unknown protein {*Arabidopsis thaliana*;} ^\|^GB\|AAL32799.1\|17065290\|AY062721 Unknown -TRUNCATED- \| \| MZ00015899 \| TC259585 \| 0.006358762 \| 2.965902453 \| 12.76585935 \| cinnamoyl CoA reductase - maize {*Zea mays*;} ^\|^GB\|CAA74071.1\|2239260\|ZMCCRGENE cinnamoyl CoA reductase {*Zea mays*;} \| \| MZ00016581 \| AZM4_21980 \| 0.049385887 \| 2.472624651 \| 11.35623272 \| NOD26-like membrane integral protein ZmNIP2-1 {*Zea mays*;} \| \| MZ00017520 \| TC259837 \| 0.010923079 \| 2.844940859 \| 12.08245555 \| unknown protein {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00017851 \| TC263371 \| 0.007998279 \| 2.917566485 \| 13.39381452 \| O-methyltransferase ZRP4 (EC 2.1.1.-) (OMT). {*Zea mays*;} ^\|^PIR\|JQ2268\|JQ2268 O-methyltransferase (EC 2.1.1.-) - maize {*Zea mays*;} ^\|^GB\|AAA18532.1\|404070\|MZEOMT O-methyltransferase {*Zea mays*;} \| \| MZ00019060 \| TC251990 \| 0.049385887 \| 2.467309502 \| 8.997125503 \| putative syntaxin SYP111 {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00022590 \| TC256960 \| 0.049682283 \| 2.418472846 \| 9.702906078 \| putative NAC domain protein NAC1 {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAD03222.1\|38636961\|AP004589 putative NAC domain protein NAC1 {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00022876 \| TC254729 \| 0.032123812 \| 2.580961628 \| 9.597265501 \| hypothetical protein {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00023132 \| TC267941 \| 0.049614723 \| 2.449509053 \| 9.122439177 \| DUR3 {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|AAP55189.1\|31433710\|AE017123 putative urea active transport protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|AAG46170.1\|12039384\|AC018727 putative -TRUNCATED- \| \| MZ00023411 \| TC258611 \| 0.049385887 \| 2.458064533 \| 11.87385832 \| 22 kDa drought-inducible protein {*Saccharum* hybrid cultivar;} ^\|^GB\|BAB68268.1\|15667623\|AB071694 drought inducible 22 kD protein {*Saccharum officinarum*;} \| \| MZ00026598 \| TC272701 \| 0.002733806 \| -3.138709306 \| 8.385784504 \| NA \| \| MZ00026737 \| TC272703 \| 0.034951693 \| 2.552428577 \| 11.62432469 \| peroxidase {*Zea mays*;} \| \| MZ00029223 \| TC253998 \| 0.049385887 \| -2.469323736 \| 11.38138719 \| putative heat shock protein hsp22 precursor {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00029584 \| TC213104 \| 0.049682283 \| 2.415941463 \| 8.882360354 \| arogenate dehydrogenase {*Arabidopsis thaliana*;} \| \| MZ00030597 \| TC254547 \| 0.045608153 \| 2.500276217 \| 10.72619731 \| hypothetical protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAD09400.1\|42408243\|AP004462 hypothetical protein {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00031971 \| TC249091 \| 0.049682283 \| -2.414466039 \| 8.30601041 \| chloroplast RelA homologue 1 {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00032181 \| TC256231 \| 0.027204005 \| 2.623466647 \| 9.141974431 \| unknown protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAD33551.1\|50726026\|AP005551 unknown protein {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00032300 \| TC267215 \| 0.032123812 \| -2.578920008 \| 8.938059247 \| NA \| \| MZ00032919 \| TC275843 \| 0.002260487 \| 3.24228398 \| 11.79219444 \| putative metacaspase, having alternative splicing products {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00037107 \| BM380133 \| 0.049682283 \| 2.414317539 \| 10.50393443 \| NA \| \| MZ00039384 \| CD999219 \| 0.003868766 \| 3.053696635 \| 12.08876037 \| NA \| \| MZ00041297 \| TC258767 \| 0.027204005 \| 2.626008085 \| 12.58611071 \| NA \| \| MZ00041306 \| TC258637 \| 0.049682283 \| 2.425199198 \| 12.43862438 \| putative ASR2 {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00041333 \| TC249511 \| 0.008256155 \| 2.899706289 \| 13.36644993 \| legumain-like protease {*Zea mays*;} \| \| MZ00041334 \| TC192088 \| 0.032123812 \| 2.573538496 \| 13.11130824 \| C13 endopeptidase NP1 precursor {*Zea mays*;} \| \| MZ00041500 \| AZM4_134720 \| 0.002160929 \| 3.287279627 \| 11.28065105 \| ESTs AU078183(C62904),C73912(E21020) correspond to a region of the predicted gene. 

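Table S5 gives for each gene its mean M-value and adjusted p in PR39B29. On the direct arrays of PR39B29, 32 of its 39 genes had a mean above 0 and 7 below 0, and 28 had the same sign on all 3 arrays. The O-methyltransferase ZRP4 (MZ00017851), a root enzyme of the phenylpropanoid pathway, was at a log2 ratio of 2.98 ± 1.29, and arogenate dehydrogenase (MZ00029584), of tyrosine synthesis, at 1.75 ± 1.33 (SD, n = 3 each, adjusted p = 0.121 and 0.139 from limma). Farnesyl pyrophosphate synthetase (MZ00014008) was at −0.11 ± 1.27, the urea transporter DUR3 (MZ00023132) at 0.26 ± 1.22 and the putative syntaxin SYP111 (MZ00019060) at 0.11 ± 0.30 (SD, n = 3 each), all within their spread. None of the 39 genes passed in PR39B29 when adjusted over all tested genes, and 25 passed when adjusted over the list alone, which is not independent evidence since the list was chosen on these arrays. Of the 39 genes 15 were called in Fergus, 13 higher and 2 lower. Without replicate 3 the number called in PR39B29 was 28, without replicate 1 it was 18 and without replicate 2 it was 0. These fits rest on 2 arrays of PR39B29, and their counts are not reliable.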

Similar to water stress inducible protein (U74296) {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00041708 \| TC193433 \| 0.049385887 \| 2.455886831 \| 10.296384 \| contains EST C99107(E4452) unknown protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAB90465.1\|20161543\|AP003725 contains EST C99107(E4452) unknown protein {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00042906 \| TC269711 \| 0.003868766 \| 3.070249006 \| 11.7173933 \| r40g3 protein - rice {*Oryza sativa*;} ^\|^GB\|BAC83806.1\|34394519\|AP005167 r40g3 protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|CAA70175.1\|1658315\|OSR40G3 osr40g3 {*Oryza sativa* (indica cultivar-group);-TRUNCATED- \| \| MZ00042908 \| TC269712 \| 0.000129937 \| 3.69588019 \| 11.73932564 \| r40g3 protein - rice {*Oryza sativa*;} ^\|^GB\|BAC83806.1\|34394519\|AP005167 r40g3 protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|CAA70175.1\|1658315\|OSR40G3 osr40g3 {*Oryza sativa* (indica cultivar-group);-TRUNCATED- \| \| MZ00043603 \| TC258422 \| 0.049682283 \| 2.440130314 \| 9.748619496 \| aspartic proteinase {*Oryza sativa* (japonica cultivar-group);} \| \| MZ00044067 \| TC272779 \| 0.002420877 \| 3.202355349 \| 10.69218418 \| NA \| \| MZ00056611 \| TC254030 \| 0.022909948 \| -2.668023701 \| 12.02370141 \| NA \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

# Supplementary material for: Transcriptomic response of maize primary roots to low temperatures at seedling emergence
**Source:** PeerJ. 2017 Jan 5;5:e2839. doi: 10.7717/peerj.2839
**Supplement:** Table S6

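On the direct arrays of Picker, 24 of the 29 genes listed for this variety had a mean log2 ratio below 0 and 5 above 0, and 24 had the same sign on all 3 arrays. The probable lipid transfer protein MZ00026029 was at −1.98 ± 1.25 and the glucose starvation-induced protein MZ00040560 at −1.35 ± 0.43 (SD, n = 3 each, adjusted p = 0.0931 and 0.102 from limma). The putative PGPD14 protein (MZ00031569), named for pollen germination, was at 3.14 ± 1.17 (SD, n = 3, adjusted p = 0.0683). The BRAP2-like protein (MZ00049724) was at −25.78, −0.35 and −0.65, so that its mean rests on 1 array. None of the 29 genes passed in Picker when adjusted over all tested genes, and 22 passed when adjusted over the list alone, which was chosen on these arrays. In Fergus 11 of the 29 were called, 2 higher and 9 lower. Without replicate 1, 15 of them were called in Picker, and none without replicate 2 or 3. These fits rest on 2 arrays of Picker, and their counts are not reliable.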

**Supplemental Materials Table 6. Differential expressed genes in cultivar Picker**

| **ID** | **Name** | **BH** | **meanM** | **meanA** | **Gene product** |
| --- | --- | --- | --- | --- | --- |
| MZ00003507 | BE130044 | 0.010536135 | 2.430596314 | 10.59109127 | NA |
| MZ00004486 | TC253575 | 9.70E-07 | -3.662902715 | 9.860354421 | NA |
| MZ00005992 | TC248783 | 0.000639912 | -2.895167859 | 10.97397294 | ribulosebisphosphate carboxylase. {*Zea mays*;} |
| MZ00012575 | TC268661 | 0.010536135 | -2.443757757 | 11.91439996 | NA |
| MZ00012962 | CF637427 | 0.006767432 | -2.516076271 | 9.346205616 | unknown protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAD28155.1\|50252159\|AP004858 unknown protein {*Oryza sativa* (japonica cultivar-group);} |
| MZ00014087 | TC249270 | 0.003077634 | -2.692489724 | 11.05200993 | putative small nuclear ribonucleoprotein polypeptide F {*Oryza sativa* (japonica cultivar-group);} |
| MZ00015009 | TC271061 | 0.038825334 | 2.201849278 | 9.26355321 | root-specific protein RCc3 - rice {*Oryza sativa*;} ^\|^GB\|BAD25630.1\|49388506\|AP004883 root-specific protein RCc3 {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAD27673.1\|50251740\|AP004037 root-specific prot-TRUNCATED- |
| MZ00015350 | TC261342 | 2.34E-05 | -3.269660613 | 8.418066204 | NA |
| MZ00017067 | TC272126 | 2.23E-05 | 3.296707092 | 8.870984596 | putative 40S ribosomal protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAC84635.1\|34394183\|AP005895 putative 40S ribosomal protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|AAK55780.1\|14192875\|-TRUNCATED- |
| MZ00018470 | TC253537 | 0.003528171 | -2.644930189 | 10.18722448 | unknown {*Arabidopsis thaliana*;} ^\|^GB\|AAL34283.1\|17104789\|AY063109 unknown protein {*Arabidopsis thaliana*;} ^\|^GB\|AAK44136.1\|13878117\|AF370321 unknown protein {*Arabidopsis thaliana*;} ^\|^GB\|BAB09455.1\|9758918\|-TRUNCATED- |
| MZ00022876 | TC254729 | 0.004171029 | 2.611015808 | 8.659284425 | hypothetical protein {*Oryza sativa* (japonica cultivar-group);} |
| MZ00026029 | TC251197 | 0.038825334 | -2.168930948 | 9.817004058 | probable lipid transfer protein - rice {*Oryza sativa*;} ^\|^GB\|AAC50030.1\|1041815\|OSU16721 lipid transfer protein {*Oryza sativa* (indica cultivar-group);} |
| MZ00026299 | TC272358 | 0.038825334 | -2.1716173 | 12.02925934 | putative peroxidase P7X {*Zea mays*;} |
| MZ00027910 | TC252829 | 0.038825334 | -2.186934994 | 10.75159673 | putative chitinase {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAD09686.1\|42408507\|AP004622 putative chitinase {*Oryza sativa* (japonica cultivar-group);} |
| MZ00029892 | TC262888 | 0.022417812 | -2.303817119 | 11.65047663 | putative MtN21 {*Oryza sativa* (japonica cultivar-group);} |
| MZ00031132 | TC256120 | 0.043624559 | 2.146391884 | 9.825596509 | NA |
| MZ00031569 | TC255672 | 0.005683894 | 2.548818433 | 8.375946625 | putative PGPD14 protein (pollen germination related protein) {*Oryza sativa* (japonica cultivar-group);} |
| MZ00032161 | TC268195 | 0.01247776 | -2.399735499 | 11.23807926 | root cap protein 2 {*Zea mays*;} |
| MZ00034859 | rpl16 | 0.03594631 | -2.222307277 | 9.004852233 | Chloroplast 50S ribosomal protein L16. {*Zea mays*;} ^\|^PIR\|S58589\|S58589 ribosomal protein L16 - maize chloroplast {*Zea mays*;} ^\|^GB\|CAA60323.1\|902259\|ZMA86563 ribosomal protein L16 {Zea mays;} |
| MZ00036678 | TC273501 | 0.038825334 | -2.170276261 | 13.35864732 | contains ESTs AU097436(S4951),D41930(S4951),AU101944(S2163),AU095016 (E50186),AU058216(E50186),C72995(E2631),D40291(S2163), D41387(S3866) unknown protein {*Oryza sativa* (japonica cultivar-group);}-TRUNCATED- |
| MZ00037140 | BM381350 | 6.23E-06 | -3.450679372 | 11.23679534 | glucose starvation-induced protein precursor (clone pZSS2) - maize {*Zea mays*;} ^\|^GB\|CAA57674.1\|559534\|ZMDRP defence-related protein {*Zea mays*;} |
| MZ00040527 | rpl2 | 0.035678055 | -2.230441995 | 11.07648127 | ribosomal protein L2 {*Zea mays*;} |
| MZ00040530 | NB_con:1103.m00114\|NB:1100.m01418\|CMSC:1105.m00576 | 0.010536135 | -2.432128714 | 12.63411453 | hypothetical protein {*Zea mays*;} |
| MZ00040560 | NP003805\|X82184.1\|CAA57674.1 | 0.003182323 | -2.672113829 | 9.86437317 | glucose starvation-induced protein precursor (clone pZSS2) - maize {*Zea mays*;} ^\|^GB\|CAA57674.1\|559534\|ZMDRP defence-related protein {*Zea mays*;} |
| MZ00041588 | TC260396 | 0.038825334 | -2.171194017 | 12.38087896 | contains ESTs AU064445(E30981),AU033124(S3631) similar to *Arabidopsis thaliana* chromosome 5, At5g44680 unknown protein {*Oryza sativa* (japonica cultivar-group);} |
| MZ00041708 | TC193433 | 0.038825334 | 2.184045686 | 10.16071255 | contains EST C99107(E4452) unknown protein {*Oryza sativa* (japonica cultivar-group);} ^\|^GB\|BAB90465.1\|20161543\|AP003725 contains EST C99107(E4452) unknown protein {*Oryza sativa* (japonica cultivar-group);} |
| MZ00043117 | TC250981 | 0.004224242 | -2.597475727 | 11.56106454 | OSJNBa0008M17.8 {*Oryza sativa* (japonica cultivar-group);} |
| MZ00045615 | gi\|13377834\|gb\|AF334169.1\|AF334169 | 0.019991549 | -2.32734359 | 10.72253524 | NA |
| MZ00049724 | AZM4_41210 | 5.71E-11 | -4.517533173 | 7.446206544 | BRAP2-like protein {*Oryza sativa* (japonica cultivar-group);} |

# Supplementary material for: Transcriptomic response of maize primary roots to low temperatures at seedling emergence
**Source:** PeerJ. 2017 Jan 5;5:e2839. doi: 10.7717/peerj.2839
**Supplement:** Figure S7

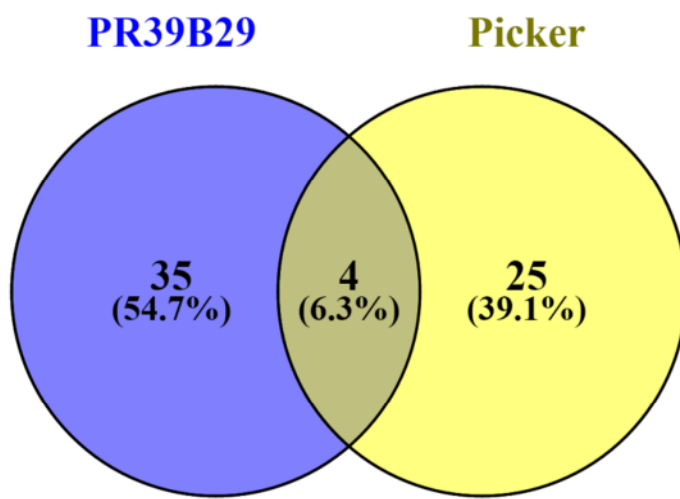

Supplemental Figure 1. Venn diagram of the number of differentially expressed and shared genes amongst maize varieties PR39B29 and Picker.

How the deposited data were processed for this re-analysis (not part of the article)

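Root RNA of 4 maize varieties (Codisco, Fergus, Picker and PR39B29) under a control and a cold regime was measured on 24 arrays with 2 colours, in 3 replicate loops of 8 arrays. In each loop 4 direct arrays set cold against control RNA of one variety and 4 linking arrays set the cold RNA of one variety against the control RNA of the next. The paper calls the replicates independent biological replicates. The sample labels and the paper differ in the day of sampling and in the hours of the cooler control period, and the paper's values were used.

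The slides were read with a GenePix scanner as a service. The authors set background-corrected intensities of 0 or below to a small positive value (the minimum method), normalised each array by print-tip loess, scaled the arrays to each other and left out bad spots, with CARMAweb, which runs limma. Versions are not given in the sources used here. They deposited the log2 ratio of the 2 channels for each spot (the M-value) in a value table, which was used here, and spot positions and names in a second table, which was used to name the spots. That table also holds 96 columns of values for single slides whose names match no sample's labels, and these were seen while the files were examined and not used here, so that no filter on dim spots, no other background correction and no trend with signal level was run. Of the gene spots 41.8% had no value on an array on average, and of the blank spots 91.7%. How far the signal of a spot lay above background is not known from the values used.

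The direction of the ratios was set after the data were examined. The dye labels put the cold RNA in Cy5 on every array, the array titles name the control RNA first on direct arrays, and the correlations between direct and linking arrays showed that the 2 kinds of array run opposite ways. A match of the paper's tables with channel levels in title order, from columns that no label maps to a sample, had been seen by then. It is not counted as evidence here. The ratio was read as first-named over second-named RNA. The tests had been planned with the direction of the dye labels, and their counts are the same under either reading except in the fits of all 24 arrays.

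From the M-values, spots of one probe were averaged, and the 40% of genes with the largest variance over the 24 arrays among those with 2 or more values were kept, as the paper's methods describe, although its text does not name the arrays used for the variance. A one-sample moderated test with limma 3.58.1 in R 4.3.3 (data.table 1.17.8) was run on the 3 direct arrays of each variety, with Benjamini and Hochberg adjustment within the variety and a threshold of 0.05. The paper names limma's paired moderated statistic and takes the average expression under treatment minus that in the control. The mean ratio of the direct arrays, which pair cold and control RNA of one variety, stands for that difference here, and levels of single channels averaged over direct and linking arrays were not used. The cold response common to the 4 varieties, its difference between Picker and PR39B29 and its difference between the tolerant and the less tolerant pair were tested with limma in one fit of the 12 direct arrays with a mean for each variety. Adjusted p-values of named genes are those of these fits. The test was tried on simulated data of 12708 genes in which 50 genes each were changed by 1, 2, 4 and 8 on the log2 scale. For one variety (Picker) 0%, 26%, 90% and 100% of them were recovered, for the mean of the 4 varieties 84%, 94%, 100% and 100%, and for Picker minus PR39B29 4%, 42%, 90% and 100%, with no gene called in the wrong direction. The simulated noise was normal, independent between arrays and of the same SD for all varieties, without outlying values or the variance filter. The real arrays held outlying values and replicates of low correlation, so that these shares do not give the power on them.

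The tests, the alternatives not said to be later and the rule for naming genes were fixed before the data were examined. The rule takes genes the paper names, genes of Tables S5 and S6 whose product it discusses, the 10 largest called changes in each direction in each variety, and members of 29 lists of product names. The paper's values for these genes had been seen by then. Gene products come from Table 2 and Tables S5 and S6, which cover 52 products, some of them matches in other species, and 16 of the 29 lists hold at least 1 product. Set tests of these lists were therefore not run. The names of 102 probes matched a gene symbol in the reference table of maize genes, 84 of them plastid genes with no other match. Other probes are reported by ID, since the files pair them with no product.

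The alternatives tried were no variance filter or a filter over other arrays, one fit of the 12 direct arrays with or without the replicate number as a block, fits of all 24 arrays by the dye labels or in title order, centring and scaling of the arrays, 1 missing array allowed, the first spot of a probe, adjustment over the 4 varieties, a robust fit, only genes measured on all 12 direct arrays, and each replicate left out in turn. The fits in title order, the robust fit, the fits of genes measured on all 12 direct arrays and the fits without an array of doubtful label were chosen after seeing the data, as were the fit by the dye labels for the count over the 4 varieties, the fits of all 24 arrays for the correlation of Picker with PR39B29, and for single genes all but that fit, centring, scaling and the leaving out of replicates. The measurements of root and shoot growth and the qRT-PCR were not analysed here.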

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

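All the tests of explanations in this part were chosen after the result was seen.

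In Fergus, a variety for which the paper lists no gene, 191 genes were called. In the 4 possible sets of signs of its 3 arrays, the other 3 gave at most 0 calls, and 4 sets are too few for a share under 0.05. Over all 4 varieties together, a comparison the paper does not report, 1334 genes were called. Of 100 sets of signs of the 12 arrays only the real one gave that many, and the highest other gave 695. This share counts only if the 12 arrays are independent of each other, and the variance filter favoured responses shared by the arrays. In replicate 1 the deviations from the variety means were correlated in all 6 pairs of varieties (0.330 to 0.494), so that chance is not excluded by these sets. With the signs of whole replicates turned there are 4 sets, too few for a share under 0.05. In these the real one (value 1) gave 1334 genes and the highest other 93.

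The response common to the 4 varieties mostly had the same direction in varieties that did not enter the call. The variance filter had used all 24 arrays, those of the variety left out included. Of the genes called over 3 varieties, between 73.6% (PR39B29) and 95.0% (Codisco) had the same sign in the variety left out. If the ratios are Cy5 over Cy3 and follow the titles, Cy5 held control RNA on the direct arrays and cold RNA on the linking arrays. A constant dye effect of a gene then cancels from the estimates of the fit of all 24 arrays. That fit called 1074 of 1705 genes, and 1058 with a dye term, which leaves every estimate as it was. Under that reading these calls argue against a constant dye effect as their cause, while the direct arrays alone cannot tell. If the cold RNA was in Cy5 on all 24 arrays, as the dye labels say, a dye effect and the cold cannot be told apart, because no array holds the opposite orientation. A response of the roots to the cold regime that the 4 varieties share stays open beside it.

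The direct and the linking arrays ran opposite ways if read by the dye labels. Around the loops, where the log ratios should sum to 0, the residual by the dye labels was at least 1.40 times that in title order in each of the 3 replicates, which argues against the labels' direction on every array. With the labels' orientation a dye effect of a gene would have the same sign on both kinds of array. The median Spearman's rho of a direct and a linking array of one replicate was −0.263, with 39 of 48 pairs below 0. This value is the opposite direction itself and not a separate test of it, so that it decides nothing about a dye effect. By the residual around the loops title order is the likely reading, and no dye record of the hybridisation was used here that would settle it.

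The direct array of PR39B29 and the linking array of Picker cold against PR39B29 control of replicate 2 had a Pearson correlation of 0.987 as deposited, while the next closest pair of arrays had 0.820. The same 2 kinds of array in replicates 1 and 3 had at most −0.0332, which argues against like ratios in the 2 pairs of RNA. One hybridisation under 2 names may explain this. The linking array correlated at 0.820 and 0.320 with the direct arrays of PR39B29 in replicates 1 and 3 and at 0.0586 and 0.105 with the linking arrays of its own kind, which is nearer to the name of the direct array, but it also had 0.704 with the direct array of Codisco in replicate 1, so that the name is not settled. Without the direct array of PR39B29 in replicate 2, 19 genes were called in PR39B29, on the 2 direct arrays left.

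PR39B29 had no called gene with 3 arrays and 2625 without all arrays of replicate 3, whose direct array's correlation with those of the other replicates was lower (Pearson's r 0.191 and 0.323, against 0.820 between replicates 1 and 2). The count of 2625 rests on 2 direct arrays and is not reliable. Codisco had no called gene with its own 3 arrays and 633 with the spread shared by the 12 direct arrays, which was taken over the 2546 genes measured on all of them. On these same genes its own 3 arrays also gave 0. The shared spread can understate that of Codisco, so that the count of 633 may be too high.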

How the results depend on the processing

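Most counts of called genes moved by over 1.5 times under some alternative, and the cause was not tested unless stated. The fits in title order, the robust fit, the fit without PR39B29 replicate 2 and the fits of each variety to genes measured on all 12 direct arrays were chosen after seeing the data, as was the fit by the dye labels for the count over the 4 varieties and for the correlation. The number of arrays limits every count, and the signal over background is not known. Without the variance filter the called genes numbered 0 in Picker, 423 in Fergus and 3566 over the 4 varieties, and with the filter over the 3 direct arrays of a variety 225 in Picker, 234 in PR39B29, 289 in Fergus, 170 in Codisco and 24 in both Picker and PR39B29. That filter keeps genes by the same spread between replicates that the test then uses, so that its counts are not reliable. The filter over the 12 direct arrays gave 646 over the 4 varieties and a correlation of Picker and PR39B29 of 0.102. One fit of the 12 arrays, whose shared spread can understate that of Codisco, gave 347 in Fergus and 633 in Codisco. It tests only the genes measured on all 12, for which the own 3 arrays of a variety gave 196 in Picker, 205 in Fergus and 0 in Codisco. The fit of all 24 arrays by the dye labels gave 0 in Picker, in Fergus and over the 4 varieties, with or without the replicate block, and a correlation of −0.388, and the mean over the 4 varieties of MZ00022590 turned to −0.0030 and that of MZ00005992 to 0.12. If title order holds, a response that direct and linking arrays share cancels in that fit. In title order with a dye term and no variance filter these 2 means were 2.10 and −1.59. Scaled arrays gave 86 in Picker and 307 in Fergus. Allowing a missing array, or adjusting over the 4 varieties, gave 0 in Picker and Fergus. Leaving out 1 replicate gave between 0 and 1514 genes in Picker, 0 and 2625 in PR39B29, 0 and 159 in Fergus, 0 and 53 in Codisco, 0 and 43 in both Picker and PR39B29 and 351 and 2764 over the 4 varieties, and a correlation between 0.0528 and 0.423. For a single variety these fits rest on 2 direct arrays, so that the counts by variety are not reliable. The robust fit gave 116 in Picker and 308 in Fergus. In title order the fit of all 24 arrays gave 0 in Picker, 62 in Fergus and 362 in Codisco. Without the near-identical linking array these were 0, 119 and 466, and with a dye term 0, 51 and 333. Without PR39B29 replicate 2 PR39B29 had 19 and Fergus 191. The share of called genes of Picker that were higher was 38.5%, and 50.0% with scaled arrays. The replicate numbers were not taken to pair the arrays, since 11 of 18 pairs of arrays with one number had a correlation of deviations over 0.1 (6 of 6 in replicate 1, 1 of 6 in replicate 2 and 4 of 6 in replicate 3, from −0.417 to 0.494), and 6 of 12 arrays correlated best with an array of their own number. With the replicate as a block the direct arrays gave 77 genes in Picker, 0 in PR39B29, 575 in Fergus, 1048 in Codisco and 1571 over the 4 varieties (763 higher and 808 lower), and the fit of all 24 arrays in title order 51 in Picker, 0 in PR39B29, 32 in Fergus, 0 in Codisco and 806 over the 4 varieties. The differences between Picker and PR39B29 and between tolerant and less tolerant varieties gave 0 genes in every alternative run. Of the values of named genes under the alternatives, 2677 kept their call or stayed uncalled within their spread, 287 lost the call, 285 gained one, 104 moved by more than their spread and 4 reversed. A filter on dim spots, normexp background correction, a trend with signal level and the second deposited table were not run, since they need columns not used here, and the set tests of gene lists were not run for lack of product names.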

Differences from the paper's values

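At an adjusted p under 0.05 the paper gives 30 genes for Picker against 13 here, 39 for PR39B29 against 0, 0 for Fergus against 191, 4 in both Picker and PR39B29 against 0, and 64 in either against 13. The main counts here rest on the 3 direct arrays of each variety, and which arrays entered the paper's averages is not established. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's count for Picker, for PR39B29 or for genes in both. Fergus had 0 called genes with all 24 arrays by the dye labels, with a missing array allowed, with adjustment over the 4 varieties and without replicate 2 or 3, and not under the others. The number in either variety was 77 with the replicate block and 86 with scaled arrays, and differed under the others. The filter on the 3 direct arrays of a variety called 23 of the 35 genes of Table S5 and 17 of the 23 genes of Table S6 that it tested, all with the paper's sign. As that filter distorts the test, these calls are not reliable. Genes of Table S5 were also called without replicate 1 (18) and without replicate 3 (28), and genes of Table S6 with the filter over the 12 direct arrays (1), with the 12 arrays in one fit (1), with the replicate block (8), with scaled arrays (7) and without replicate 1 (15). The fits without a replicate rest on 2 direct arrays of a variety, so that their counts are not reliable. Of the alternatives chosen after seeing the values, the robust fit and the fit in title order with the replicate block each called 8 genes of Table S6, the fits of genes measured on all 12 direct arrays called 10 of them, and the fit without PR39B29 replicate 2 called 2 genes of Table S5. For Codisco both counts were 0. The paper's text gives 30 genes for Picker and its Table S6 lists 29.

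The paper takes the average expression under treatment minus that in the control, and the values here are mean ratios of the 3 direct arrays of a variety. When the files were examined, the means of Tables S5 and S6 were seen to match levels of single channels averaged over the direct and the linking array of each RNA, from columns that no label maps to a sample. This was not tested here, so that whether the values set side by side below rest on the same arrays is not established. Mean log2 ratios of cold over control in PR39B29 that differed by more than the SD between arrays were MZ00003507 −2.79 in the paper and −0.34 here; MZ00004486 −2.42 in the paper and −0.51 here; MZ00004711 −2.71 in the paper and −0.37 here; MZ00013139 −2.68 in the paper and 0.24 here; MZ00014008 −2.81 in the paper and −0.11 here; MZ00019060 2.47 in the paper and 0.11 here; MZ00022590 2.42 in the paper and 1.57 here; MZ00022876 2.58 in the paper and 1.73 here. The others were MZ00023132 2.45 in the paper and 0.26 here; MZ00026598 −3.14 in the paper and −1.34 here; MZ00026737 2.55 in the paper and 3.22 here; MZ00031971 −2.41 in the paper and 0.27 here; MZ00032181 2.62 in the paper and 1.43 here; MZ00032300 −2.58 in the paper and 0.0720 here; MZ00056611 −2.67 in the paper and −1.87 here. These are 15 of the 39 genes of Table S5, 3 of them with the other sign. Without replicate 1 MZ00004486, MZ00022590 and MZ00056611 came within the SD of the paper's value, MZ00022590 and MZ00056611 also with scaled arrays and without replicate 2, and MZ00026737 without replicate 2. The other genes differed under every alternative set before the data were examined.

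In Picker the pairs that differed were MZ00003507 2.43 in the paper and −0.14 here; MZ00014087 −2.69 in the paper and −0.18 here; MZ00017067 3.30 in the paper and −0.49 here; MZ00027910 −2.19 in the paper and −1.53 here; MZ00034859 −2.22 in the paper and −3.45 here; MZ00037140 −3.45 in the paper and −1.42 here; MZ00040560 −2.67 in the paper and −1.35 here; MZ00043117 −2.60 in the paper and −0.0723 here. These are 8 of the 29 genes of Table S6, 2 of them with the other sign, and none came within the SD under those alternatives.

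The paper states that expression changed in Picker and PR39B29 and not in Fergus and Codisco, and that the first 2 varieties had different patterns. Here no gene differed between the pairs of varieties or between Picker and PR39B29 at the adjusted threshold. With 3 arrays for each variety this does not show that the responses were alike. At an unadjusted p under 0.05 (limma) there were 303 and 275 of 2546 genes. The mean responses of Picker and PR39B29 had Pearson's r = 0.299, against 0.776 for Picker with Fergus and 0.313 for PR39B29 with Fergus. The paper states that peptidases and proteinases increased in PR39B29 and in no other variety. Here all 4 were higher in the cold on every array of each variety that measured them. Of these 3 were called in Fergus and none in PR39B29, but the difference between these 2 varieties was called for no gene. The calls in Fergus were lost with adjustment over the 4 varieties. The paper states that the RNA binding protein gene was regulated in opposite directions in the 2 tolerant varieties. The direct arrays alone gave −0.14 in Picker and −0.34 in PR39B29, neither beyond its spread. The paper also measured this gene by qRT-PCR, which was not analysed here. The discussion ascribes MZ00004711, MZ00026737 and MZ00041500 to Picker and MZ00018470 and MZ00043117 to PR39B29, whereas Tables S5 and S6 list them the other way round. Of the 4 shared genes, MZ00022876 and MZ00041708 were higher and PR-1 lower over the 4 varieties, in the direction the paper gives.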

Other observations

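The tests in this part were chosen after the data were examined. Probes whose name is a plastid gene symbol were a set chosen after their values were seen. All tests of them in this part were run without the variance filter. Of 9 such probes with a value on all 12 direct arrays, 6 fell and none rose, and their median log2 ratio was −1.42 against −0.01 for all genes tested. The ones that fell were rpl14 at −2.31 (adjusted p = 5.34e-04), rpl22 at −1.42 (adjusted p = 5.54e-04), rps19 at −1.89 (adjusted p = 0.00479), rpoC2 at −1.30 (adjusted p = 0.00622), psbA at −1.79 (adjusted p = 0.00731) and psbM at −1.69 (adjusted p = 0.00142), from limma. The products of rpl14, rpl22 and rps19 are parts of the plastid ribosome, that of rpoC2 is part of the plastid RNA polymerase, and those of psbA and psbM belong to photosystem II. The photosystem I gene psaB was at 0.36 (adjusted p = 0.212) and did not pass. By variety, among probes with a value on all 3 direct arrays, the medians were −1.01 in Picker (13 of 18 probes below 0), −0.84 in PR39B29 (10 of 11), −0.76 in Fergus (12 of 19) and −1.76 in Codisco (14 of 19). Among all such probes with a value on any direct array of the variety they were nearer to 0, at −0.78 in Picker (29 of 43 below 0), −0.55 in PR39B29 (26 of 30), −0.27 in Fergus (29 of 51) and −0.03 in Codisco (45 of 84). As a group over the 4 varieties the 9 probes had an unadjusted p of 5.16e-04 from fry and 2.01e-04 from camera with a preset correlation, but a p of 0.0634 with an estimated correlation, so that a fall of plastid transcripts as a group may or may not hold.

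The largest mean log2 ratios in PR39B29 with 1 sign on all 3 arrays rested on 1 array. MZ00005142 was at 1.98, 2.07 and 14.67 and MZ00052341 at 1.87, 1.76 and 13.84, with the highest value in replicate 3. In Codisco MZ00020217 was at 0.85, 16.39 and 3.99, with the highest value in replicate 2. The files pair these probes with no product, and none passed the test in the variety named here. In Fergus MZ00005142 rose to a log2 ratio of 3.61 (adjusted p = 0.0345) and MZ00052341 to 3.60 (adjusted p = 0.0327).

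The other comparisons were also set against chance. For Picker, 2 of the 4 sets of signs of its arrays gave as many calls (13 real, highest other 13), and 4 sets are too few for a share under 0.05. For PR39B29 and Codisco (4 of 4 sets each), the difference between Picker and PR39B29 (10 of 10 splits) and the difference between tolerant and less tolerant varieties (100 of 100) the real count was 0, as was the highest other. With a real count of 0 every split gives as many, so that these splits decide nothing.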
